# Enhanced HSC-like cell generation from mouse pluripotent stem cells in a 3D induction system cocultured with stromal cells

**DOI:** 10.1186/s13287-021-02434-2

**Published:** 2021-06-19

**Authors:** Wei Shan, Qin Yu, Yan Long, Qian Luo, Honghu Li, Yingli Han, Yulin Xu, Shan Fu, Xiangjun Zeng, Cong Wei, Yang Gao, Xiaoqing Li, Xia Li, Lifei Zhang, Lizhen Liu, Ming Chen, Pengxu Qian, He Huang

**Keywords:** 3D system, Pluripotent stem cells, Hematopoiesis, CD201, Notch

## Abstract

**Background:**

Decades of efforts have attempted to differentiate the pluripotent stem cells (PSCs) into truly functional hematopoietic stem cells (HSCs), yet the problems of low differentiation efficiency in vitro and poor hematopoiesis reconstitution in vivo still exist, mainly attributing to the lack of solid, reproduced, or pursued differentiation system.

**Methods:**

In this study, we established an in vitro differentiation system yielding in vivo hematopoietic reconstitution hematopoietic cells from mouse PSCs through a 3D induction system followed by coculture with OP9 stromal cells. The in vivo hematopoietic reconstitution potential of c-kit^+^ cells derived from the mouse PSCs was evaluated via m-NSG transplantation assay. Flow cytometry analysis, RNA-seq, and cell cycle analysis were used to detect the in vitro hematopoietic ability of endothelial protein C receptor (EPCR, CD201) cells generated in our induction system.

**Results:**

The c-kit^+^ cells from 3D self-assembling peptide induction system followed by the OP9 coculture system possessed apparently superiority in terms of in vivo repopulating activity than that of 3D induction system followed by the 0.1% gelatin culture. We interestingly found that our 3D+OP9 system enriched a higher percentage of CD201^+^c-kit^+^cells that showed more similar HSC-like features such as transcriptome level and CFU formation ability than CD201^-^c-kit^+^cells, which have not been reported in the field of mouse PSCs hematopoietic differentiation. Moreover, CD201^+^ hematopoietic cells remained in a relatively slow cycling state, consistent with high expression levels of P57 and Ccng2. Further, we innovatively demonstrated that notch signaling pathway is responsible for in vitro CD201^+^ hematopoietic cell induction from mouse PSCs.

**Conclusions:**

Altogether, our findings lay a foundation for improving the efficiency of hematopoietic differentiation and generating in vivo functional HSC-like cells from mouse PSCs for clinical application.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13287-021-02434-2.

## Background

Currently, allogeneic HSC transplantation has been widely used in a clinical setting, yet allogeneic transplantation often leads to graft versus host disease (GVHD) [1]. Although hematopoietic stem and progenitor cells (HSPCs) enable autologous treatment of blood disorders, de novo generation of hematopoietic cells from pluripotent stem cells still compromises the unlimited high yield and rich hematopoiesis engraftment potential [2]. To generate functional hematopoietic stem cells (HSCs) from pluripotent stem cells (PSCs) in vitro, many attempts involving transcription factor (TF)- or embryonic bodies (EBs)-mediated differentiation, stromal cell coculture, and teratoma-based methods have been made [3, 4], yet a viable and reproducible approach is still lacking, and previous protocols need further refinement. Although two recent studies had revealed that the inducible HSC (iHSC) derived from PSCs and adult endothelium through over-expression of hematopoietic transcription factor possessed long-term reconstitution (LTR) potential in mouse hosts [2, 5], the enforced expression of factors via lenti- or retro-viral transduction approaches conferred the tumorigenic risk to the iHSC [6].

OP9 stromal cells have been reported to augment the survival of hematopoietic precursors and progenitors derived from human embryonic stem cells (ESCs) [7]; moreover, they also promote the hematopoietic differentiation of mouse ESCs and favor the development of definitive HSCs from pre-HSCs in the mouse aorta-gonad-mesonephros (AGM) region [8]. In fact, only using the OP9 co-culture system combined with hematopoietic related cytokines, we hardly obtained the in vivo functional reconstitution hematopoietic cells from PSCs [9]. In this study, we innovatively used the OP9 coculture system to establish a 3D self-assembling peptide-mediated OP9 coculture system that gives rise to a high ratio of induced hematopoietic cells (iHCs) with in vivo hematopoiesis reconstitution in both peripheral blood (PB) and bone marrow (BM) in immunodeficient mice, which provides infinite functional iHCs from PSCs without involving the tumorigenic risk caused by virus transduction approaches and an invaluable platform to study mouse hematopoiesis development in vitro.

Recent studies claimed that the endothelial protein C receptor (EPCR, CD201) gene, a novel marker, can enrich mouse HSCs within AGM regions and the fetal liver and can even enrich human HSCs within cord blood and the fetal liver [10–13]. In our optimized induction system, we first identified that the CD201^+^ cluster of hematopoietic cells was highly prevalent and showed similar characteristics to the mouse embryonic and adult CD201^+^ HSC with LTR capacity. Interestingly, the CD201^+^ cell populations derived from mouse PSCs are superior in terms of hematopoietic TF, markers, colony-forming unit (CFU) colonies, and hematopoietic related regulation signaling pathways. More importantly, we innovatively demonstrated that notch signaling pathway participated in the CD201^+^ hematopoietic cell generation from mouse PSCs. In sum, for the first time, we established a novel approach for generating functional hematopoietic cells, which technically creates a link between the unlimited PSCs source and HSC-based immunotherapy for translational purposes.

## Methods

### The mESC culture

Mouse ESCs derived from 129/ola and C57BL/6 mice (Shanghai Institute of Biochemistry and Cell Biology) were maintained on inactivated mouse embryonic fibroblasts (MEFs) in mESC medium containing DMEM/F12 (Invitrogen) supplemented with 15% fetal bovine serum (FBS, Gibco), 1% nonessential amino acids (Invitrogen), 1% GlutaMAX (Invitrogen), 0.1 mM 2-mercaptoethanol (Invitrogen), 1000 U/mL leukemia inhibitor factor (Biolead), and penicillin/streptomycin (Solarbio® LIFE SCIENCES). OP9 and OP9-DL1 stromal cells (gifts from Professor Jinyong Wang, State Key Lab of GuangZhou Institutes of Biomedicine and Health, Chinese Academy of Sciences) were cultured with α-MEM (Gibco) supplemented with 20% FBS (Gibco).

### Hematopoietic differentiation of mouse PSCs using a 3D self-assembling peptide induction system followed by an OP9 coculture system

For stage I, the 3D induction protocol involved EBs hematopoietic differentiation as previously described [3]. For stage II, 1 × 10^5^ OP9 stromal cells were plated in 0.1% gelatin-coated 12-well plate and were treated with mitomycin C after 24-h culture. Then, 20 6–8-day hematopoietic-like colonies derived from EBs in the 3D induction system were picked and reseeded on OP9 stromal cells for further hematopoietic differentiation. The medium for the OP9 coculture system was composed of a-MEM (Gibco), 10% FBS (Gibco), and cytokines (100 ng/mL stem cell factor (SCF), 100 ng/mL IL-3, and 100 ng/mL Flt3 ligand, all from PeproTech) [14].

For experiments involving dual antiplatelet therapy (DAPT, Notch inhibition), DAPT was added to day 0 OP9 coculture system medium (20μm; Selleck) [15], while corresponding control conditions had DMSO added at 1:500. After 5 days’ coculture, cells were collected for flow cytometry analysis.

### Flow cytometry analysis and cell sorting

Cells derived from in vitro mouse PSC hematopoietic differentiation and the in vivo PB and BM of m-NSG mice were harvested and suspended in PBS with 2% FBS. Before antibody incubation, the cells were blocked with an anti-CD16/32 antibody (eBioscience). The following antibodies were used for analysis: Alexa Fluor 700 (AF700)-conjugated anti-Flk1 (eBioscience), allophycocyanin (APC)-conjugated anti-TIE2 (eBioscience), APC-Cy7-conjugated anti-c-kit (eBioscience), AF700-conjugated anti-Lineage (eBioscience), APC-conjugated anti-Sca-1 (eBioscience), peridinin-chlorophyll protein (PerCP)-eFluor® 710-conjugated anti-CD201 (eBioscience), APC-Cy7-conjugated anti-TER119 (eBioscience), PerCP-Cy5.5-conjugated anti-CD45.1 (eBioscience), and PE-Cy7-conjugated anti-CD45.2 (eBioscience). The following antibodies were used for sorting: APC-Cy7-conjugated anti-c-kit (eBioscience), eFluor450-conjugated anti-Lineage (eBioscience), and phycoerythrin (PE)-conjugated anti-CD201 (eBioscience). Samples were measured by BD Fortessa, and cells were sorted by BD Aria II. The data were analyzed using FlowJo Version 10 software.

### Colony-forming unit (CFU) assay and May-Giemsa staining

CFU assays were performed by plating 2 × 10^4^ cells into MethoCult™ GF M3434 medium (Stem Cell Technologies, Inc.) in a 35-mm culture dish for 12 days. The colonies were counted based on standard morphological criteria. BFU-E (burst-forming unit-erythroid), CFU-GM (colony-forming unit-granulocyte/macrophage), and CFU-GEMM (colony-forming unit-granulocyte/erythroid/macrophage/megakaryocyte) were classified and enumerated based on morphological recognition. In addition, colonies were picked, fixed on glass slides, and stained with Giemsa solution (Sigma).

### Cell cycle analysis

Cells were harvested and suspended in PBS with 2% FBS. Then, the cells were stained with HSC-related antibodies as described above. Cells were fixed and permeabilized with eBioscience^TM^ Fixation/Permeabilization Concentrate (Invitrogen) at room temperature (RT) for 20 min in the dark. After washing with PBS containing 2% FBS, cells were incubated with PE-Cy7-conjugated anti-Ki-67 antibody (eBioscience) at RT for 30 min in the dark. Later, washed cells were incubated with 4′,6-diamidino-2-phenylindole (DAPI) (Biogems) at RT for 30–40 min, followed by flow cytometry analysis with BD Fortessa. The data were analyzed using FlowJo Version 10 software.

### Mouse transplantation assay

Female m-NSG mice aged at 6–8 weeks were purchased from Shanghai Model Organisms Center, Inc., maintained in the standard SPF animal house and used in all studies [16]. Mouse PSC-derived sorted c-kit^+^ cells were intrafemorally injected into each irradiated (2.25 Gy) m-NSG mouse. The mice were fed water containing Baytril (Bayer) for 2 weeks to prevent infection. All animal work was supported by The Institutional Animal Care and Use Committee of Zhejiang University.

### Quantitative reverse transcription polymerase chain reaction

Quantitative polymerase chain reaction (qPCR) was performed as follows: day 5 mouse PSC-derived total cells in 3D+OP9 coculture system in the presence of DMSO or DAPT were collected. Total RNA was extracted from using Trizol reagent (Invitrogen) and 1 μg RNA was reverse-transcribed into complementary DNA (cDNA) using PrimeScript RT reagent Kit (Takara) according to the manufacturer’s instructions. qPCR was completed in a Light Cycler system (Roche) Q5 using SYBR Premix Ex Taq (Takara). Each sample was performed in triplicate and all results were normalized to the expression of Actin. Fold expression relative to the reference gene was calculated using the comparative method 2^−ΔΔCt^. PCR primers used for reverse transcription PCR are referenced to Table 1.

**Table 1:** Sequences of the primers used for quantitative PCR

Gene	Sequence, 5′-3′
Hey1	
Forward	CCGACGAGACCGAATCAATAAC
Reverse	TCAGGTGATCCACAGTCATCTG
DLL1	
Forward	GCAGGACCTTCTTTCGCGTAT
Reverse	AAGGGGAATCGGATGGGGTT
DLL4	
Forward	TTCCAGGCAACCTTCTCCGA
Reverse	ACTGCCGCTATTCTTGTCCC
Notch1	
Forward	GATGGCCTCAATGGGTACAAG
Reverse	TCGTTGTTGTTGATGTCACAGT
Notch4	
Forward	GAACGCGACATCAACGAGTG
Reverse	GGAACCCAAGGTGTTATGGCA
Actin	
Forward	ACGTAGCCATCCAGGCTGGTG
Reverse	TGGCGTGAGGGAGAGCAT

### RNA-seq

Total RNA was extracted from sorted cell samples using TRIzol Reagent (Life Technologies) following the manufacturer’s instructions. cDNA libraries were constructed using the VAHTS mRNA-seq v2 Library Prep Kit for Illumina (Vazyme) according to the manufacturer’s protocol. Library sequencing was performed on an Illumina HiSeq X Ten platform (Illumina) to generate 150-bp paired-end reads. The paired-end reads were processed and aligned to the reference genome (GRCm38) using HISAT2 (v.2.0.5). Mapped reads for each sample were assembled into transcriptome data using StringTie (v.1.3.3) with a reference-based approach. The normalized expression value was represented by fragments per kilobase of transcript per million mapped reads (FPKMs). Cuffdiff (v1.3.0) was used to calculate the differential expression genes for each sample. Only comparisons with q-values < 0.05 and absolute log2 (fold change) values ≥1 were considered as significantly differentially expressed genes. Functional enrichment analysis of DEGs was performed with DAVID (https://david.ncifcrf.gov/) and -log10(*p* value) were plotted to show term significance.

The RNA-seq data are available at Gene Expression Omnibus (GEO) (accession number: GSE175563).

### Statistical analysis

The number of biological replicates is indicated by the n value. All graphs depict mean ± SD. Statistical analysis was performed using a two-tailed un-paired Student’s test. The results were considered statistically significant at *P* value < 0.05 and were denoted as NS, not significant; * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001. The statistical analysis data were assessed using GraphPad Prism 8.

## Results

### The steady promoting hematopoietic differentiation system was established using a 3D self-assembling peptide induction system followed by an OP9 coculture system

We previously utilized the 3D self-assembling peptide to establish the hematopoietic differentiation approach with a method that is difficult to operate, where 3D system-derived cells were wrapped by the hydrogel as well as the primary generation of hematopoietic precursor cells. To further optimize the differentiation method to establish a viable and reproducible hematopoietic differentiation system, we used the OP9 stromal cells described to support the maturation of hematopoietic precursor cells into definitive HSCs to obtain more efficient hematopoietic differentiation and more HSCs and HSPCs. In our study, we first investigated the hematopoietic differentiation effect of a 3D self-assembling peptide induction system followed by an OP9 coculture system. After 6–8 days of EB-mediated 3D hematopoietic induction, OP9 stromal cells were cocultured with 3D system-derived hematopoietic-like colonies (Fig. 1A). A previous study reported that the OP9 coculture system composed of SCF, IL3, and the Flt3 ligand promoted the development of hematopoietic precursor cells into HSCs. Likewise, in our differentiation system, on day 5 after coculture with hematopoietic-like colonies, we found that cobblestone-like cells were more apparent in the OP9 coculture system than in the differentiation system of hematopoietic-like colonies cultured on 0.1% gelatin (3D+OP9 or 3D+0.1% gelatin) (Fig. 1B). Flk1^+^ mesoderm cells and TIE2^+^c-kit^+^ hemogenic endothelial cells maintained an increasing tendency from day 2 to day 7 in our induction system. Flow cytometry analysis data suggested that the 3D+OP9 coculture obtained a higher percentage of Flk1^+^ and TIE2^+^c-kit^+^ cells than 3D+0.1% gelatin coculture (Fig. 1D). Furthermore, Lin^−^c-kit^+^ cells and Lin^−^Sca-1^+^c-kit^+^ cells marking the HSC/HSPC cluster obtained a greater rate in the group of 3D+OP9 coculture than 3D+0.1% gelatin coculture (Fig. 1C–E). Then, RNA-seq results showed that the biological functions of genes upregulated in day 5 total cells from 3D+OP9 coculture as compared to 3D+0.1% gelatin coculture were more related with hematopoietic organ development and extracellular matrix organization (Fig. 1F). These results suggest that OP9 stromal cells play a critical role in optimizing the previously established 3D self-assembling peptide-mediated induction system, and we established a viable and repeatable 3D self-assembling peptide-mediated OP9 coculture system.

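Total cells on day 5 of coculture were sequenced in 3 replicates of 3D+OP9 and 3 replicates of 3D+0.1% gelatin, the coating without stromal cells. The authors provided the expression value FPKM, read counts scaled by transcript length and library size, for each gene of each library, under a numeric gene identifier and a symbol. The methods describe one pipeline for RNA-seq: HISAT2 alignment to the mouse genome GRCm38, assembly with StringTie and testing with Cuffdiff. Of the 22899 genes listed, 3578 were blank in all 6 libraries and 19321 had values. FPKM summed to between 483263 and 500839 per library in 3D+OP9 and between 485896 and 508307 in 3D+0.1% gelatin. The sequencing depth is unknown, because only FPKM are given. FPKM plus 1 was taken to the log2 scale, which understates the fold change of weakly expressed genes. The 12958 genes with a mean of at least 0.5 FPKM over the 6 libraries were compared with limma (trend option, two-sided), with Benjamini-Hochberg adjustment. A gene counted as higher or lower with an adjusted p under 0.05 and an absolute log2 fold change of at least 1, the thresholds the paper states for its own test. Gene lists written by hand were tested with limma's camera, with a preset correlation of 0.01 between genes. An exact permutation test of 3 libraries against 3 cannot give a two-sided p under 0.1. Gene positions are those of GRCm38, from the GENCODE M21 annotation matched on the symbol.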

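In day 5 total cells, 273 genes were higher and 66 lower in 3D+OP9 than in 3D+0.1% gelatin. Of all genes tested, 28.7% had replicate values that did not overlap between the groups, against 10% by chance. With the adjusted p alone as the criterion, 597 genes were higher and 294 lower, the largest shift among the alternatives. Without replicate 2 of 3D+0.1% gelatin, the counts were 172 and 37. The lists chosen for the functions in Fig. 1F were tested as 3 of 7 list tests. Of the hematopoietic list of 53 genes, 35 were tested and 32 were higher in 3D+OP9, with a median log2 fold change of 1.20 (camera, adjusted p 5.3e-24). The median was 1.78 with a pseudocount of 0.1, the alternative that moved it most, and 0.76 with no filter on low values. Of the 66 genes of an extracellular matrix list, 63 were tested and 57 were higher, with a median of 0.50 (adjusted p 9.8e-12). Both calls held under fry (adjusted p 5.4e-05 and 0.00119) and under a correlation estimated from the data (0.0325 and 0.0442). Of the 5 largest rises, 4 were in globin genes. Hbb-bh1 (gene number 15132, chromosome 7, 103841637 to 103843164), an embryonic beta globin, was at 242 ± 155 FPKM (SD, n = 3) in 3D+OP9 and 2.48 ± 3.98 in 3D+0.1% gelatin. Its log2 fold change was 6.56 (SE 0.79, adjusted p 0.00449). Hba-x (gene number 15126, chromosome 11, 32276400 to 32278116) rose by 6.07, Hba-a1 (gene number 15122, chromosome 11, 32283511 to 32284465) by 4.54 and Hba-a2 (gene number 110257, chromosome 11, 32296489 to 32297298) by 3.55 on the same scale. Spp1 (gene number 20750, chromosome 5, 104435118 to 104441050) stood at 143 ± 105 FPKM against 9.21 ± 5.53, a log2 fold change of 3.70 (SE 0.53, adjusted p 0.00805). Among the genes with the largest falls were Tagln (gene number 21345, chromosome 9, 45929619 to 45936058), at 26.9 ± 9.30 against 136 ± 8.72 FPKM, and Sfn (gene number 55948, chromosome 4, 133600556 to 133602168), at 9.14 ± 0.856 against 49.7 ± 5.89. Their log2 fold changes were -2.35 (SE 0.23, adjusted p 0.00230) and -2.32 (SE 0.11, adjusted p 0.000616). Acta1 (gene number 11459, chromosome 8, 123891769 to 123894751), Hist1h2an (gene number 319170, chromosome 13, 21786826 to 21787218) and Nefl (gene number 18039, chromosome 14, 68083863 to 68089095) completed the 5 largest falls, with -2.31, -2.20 and -2.06.

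**Figure D1:**
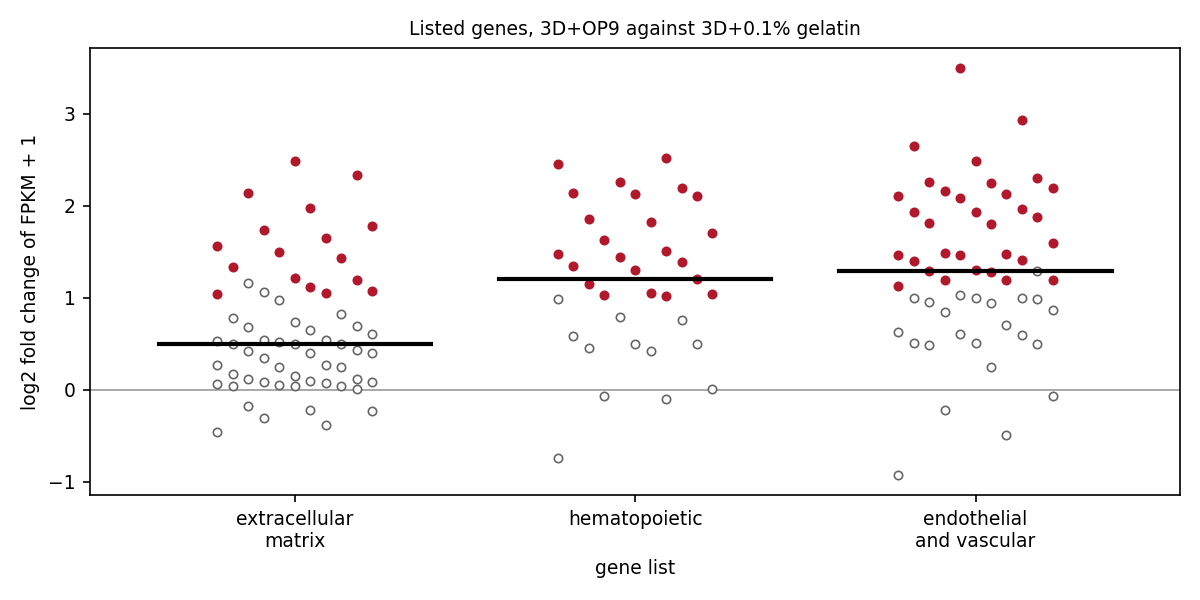
Log2 fold change of FPKM + 1 (vertical axis) for each tested gene of 3 lists (horizontal axis), 3D+OP9 against 3D+0.1% gelatin, 3 replicates each. Filled points are past both thresholds and bars mark the medians of 0.50, 1.20 and 1.28.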

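The genes encoding the surface markers used in Fig. 1, and Procr for CD201, were also read from the day 5 total cells, a choice made after the values were seen. Kdr, which encodes Flk1 (gene number 16542, chromosome 5, 75932827 to 75978458), was at 23.5 ± 6.15 FPKM (SD, n = 3) in 3D+OP9 and 9.24 ± 3.59 in 3D+0.1% gelatin, a log2 fold change of 1.28 (SE 0.27, adjusted p 0.0317). For Tek, which encodes TIE2 (gene number 21687, chromosome 4, 94739289 to 94874976), the levels were 8.42 ± 1.17 and 0.677 ± 0.135 FPKM and the change 2.49 (SE 0.14, adjusted p 0.000616). Kit (gene number 16590, chromosome 5, 75574916 to 75656722) changed by 1.05 (SE 0.19, adjusted p 0.0173) and Ly6a, which encodes Sca-1 (gene number 110454, chromosome 15, 74994877 to 74998031), by 1.99 (SE 0.30, adjusted p 0.00995). Procr, which encodes CD201 (gene number 19124, chromosome 2, 155751117 to 155755471), was at 2.34 ± 1.23 and 1.83 ± 0.553 FPKM, a difference within the spread between replicates (0.20, SE 0.26, adjusted p 0.714). The paper compares CD201 between the cocultures as a share of LSK cells by flow cytometry. RNA of total cells does not measure that share. Of an endothelial and vascular list of 62 genes, 55 were tested and 51 were higher in 3D+OP9, with a median log2 fold change of 1.28 (camera, adjusted p 3.0e-33; fry 0.000201; estimated correlation 0.0435). The median was 0.03 (92 genes, adjusted p 0.184) when the Reactome term for VEGF signaling took the place of the list. From the flow cytometry and the functions of the upregulated genes, the paper proposes that OP9 stromal cells are critical for the induction system.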

**Fig. 1:**
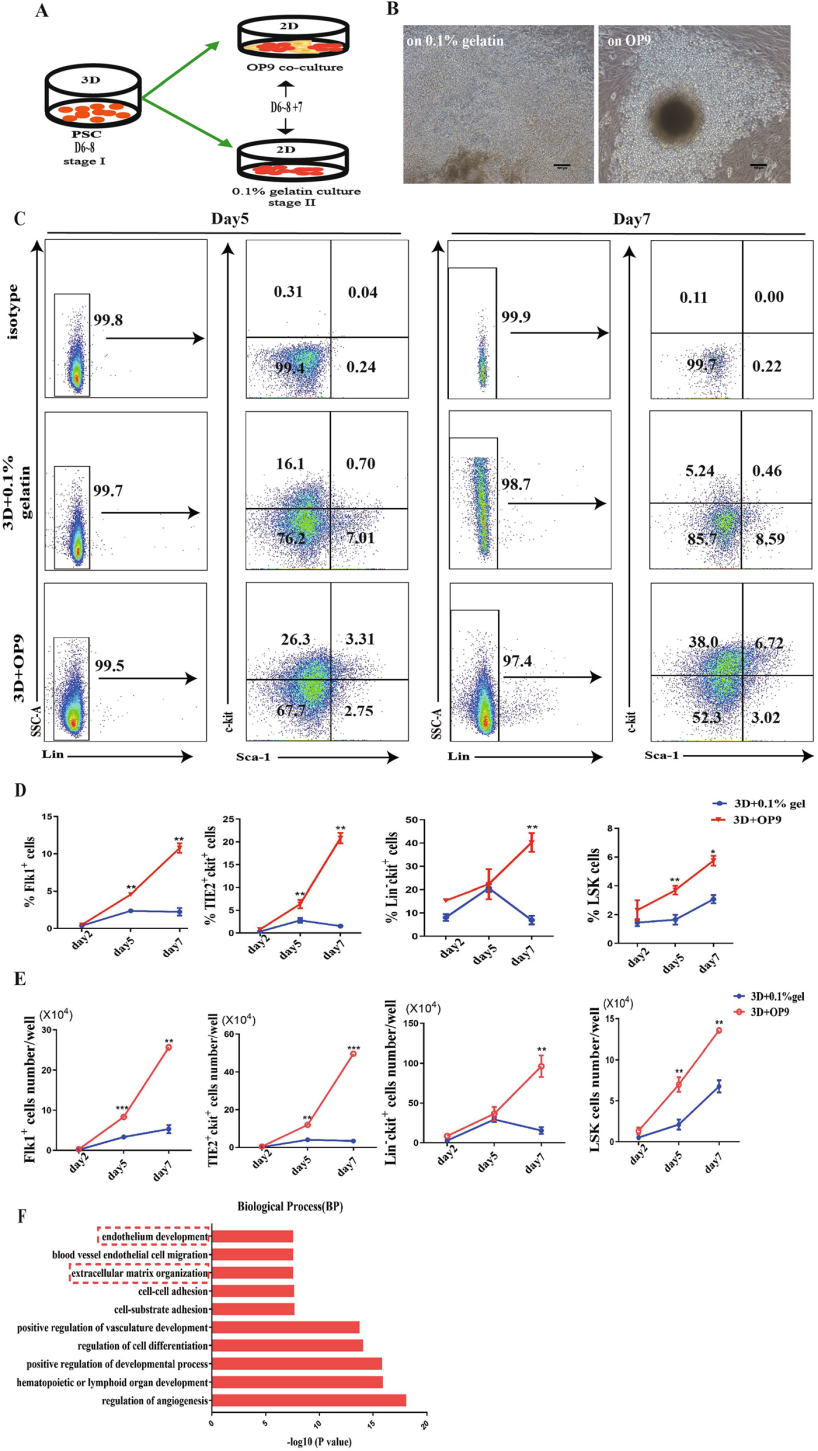
The 3D self-assembling peptide induction system followed by the OP9 coculture system promotes hematopoietic differentiation of mouse PSCs. **A** Schematic overview of mouse PSCs hematopoietic differentiation in the 3D self-assembling peptide induction system followed by the OP9 coculture system. **B** Representative morphology of hematopoietic cells from hematopoietic-like colonies derived from EBs in a 3D induction system followed by coculture with OP9 stromal cells and 0.1% gelatin. **C** Representative flow cytometry analysis of the percentage of Lin^−^Sca-1^+^c-kit^+^(LSK) on day 5 and day 7 respectively (*n* = 3). **D** Statistical analysis of percentage of mesoderm cells (Flk1^+^), hemogenic endothelium (TIE2^+^c-kit^+^), Lin^−^c-kit^+^ and LSK on day 2, day 5, and day 7 respectively (*n* = 3). **E** Absolute numbers of Flk1^+^, TIE2^+^c-kit^+^, Lin^−^c-kit^+^, and LSK cells in between 3D+OP9 and 3D+0.1% gelatin on day 2, day 5, and day 7 respectively (*n* = 3). **F** Representative statistically enriched pathways of the upregulated genes in 3D+OP9 group compared with 3D+0.1% gelatin group. Data are the means ± SD from three independent experiments. Error bars represent mean ± SD of samples from three independent experiments (*n* = 3). NS, not significant; *p < 0.05, **p < 0.01, ***p < 0.001

### Comparison between the in vivo repopulating activity of hematopoietic cells from the 3D self-assembling peptide induction system followed by the OP9 coculture system and 0.1% gelatin

Subsequently, we evaluated the hematopoiesis reconstitution potential of mouse PSC-derived hematopoietic cells from 3D+OP9 coculture system and 3D+0.1% gelatin coculture system. First, the frequency of Lin^−^c-kit^+^ cells induced by 3D+OP9 coculture system was slightly higher than that induced group by 3D+0.1% gelatin (Fig. 1C, D). Next, the in vivo reconstitution (STR) activity of inducible c-kit^+^ hematopoietic cells was compared. After transplantation of day 5 c-kit^+^ cells from 3D+OP9 and 3D+0.1% gelatin coculture system, CD45.2^+^ cells were detected for 4 weeks (Fig. 2A). m-NSG mice were sacrificed, and FACS analysis of the PB and BM of recipient mice showed that the c-kit^+^ cells from the 3D+OP9 coculture system showed higher levels of in vivo hematopoiesis than those from the 3D+0.1% gelatin group, with chimerism frequencies of 7.74% and 0.55% in the PB and 0.34% and 0.01% in the BM, respectively (Fig. 2B–E). We also examined the hematopoietic multilineages in sacrificed mice, including myeloid (CD45.2^+^CD11b^+^) and lymphoid (CD45.2^+^CD19^+^, CD45.2^+^Thy1.2^+^) hematopoietic lineages in surviving mice. The phenotypic analysis indicates that c-kit^+^ hematopoietic progenitors from the 3D+OP9 and 3D+0.1% gelatin groups all reconstituted myeloid and B lymphoid lineages and T cells, with the c-kit^+^ hematopoietic progenitors from 3D+OP9 inducible system possessing the stronger hematopoiesis superiority (Fig. 2F, G). Together, our results provide direct evidence that hematopoietic cells derived from the 3D+OP9-induced hematopoiesis system could reconstitute multilineage hematopoiesis in vivo, resembling natural hematopoietic cell development.

**Fig. 2:**
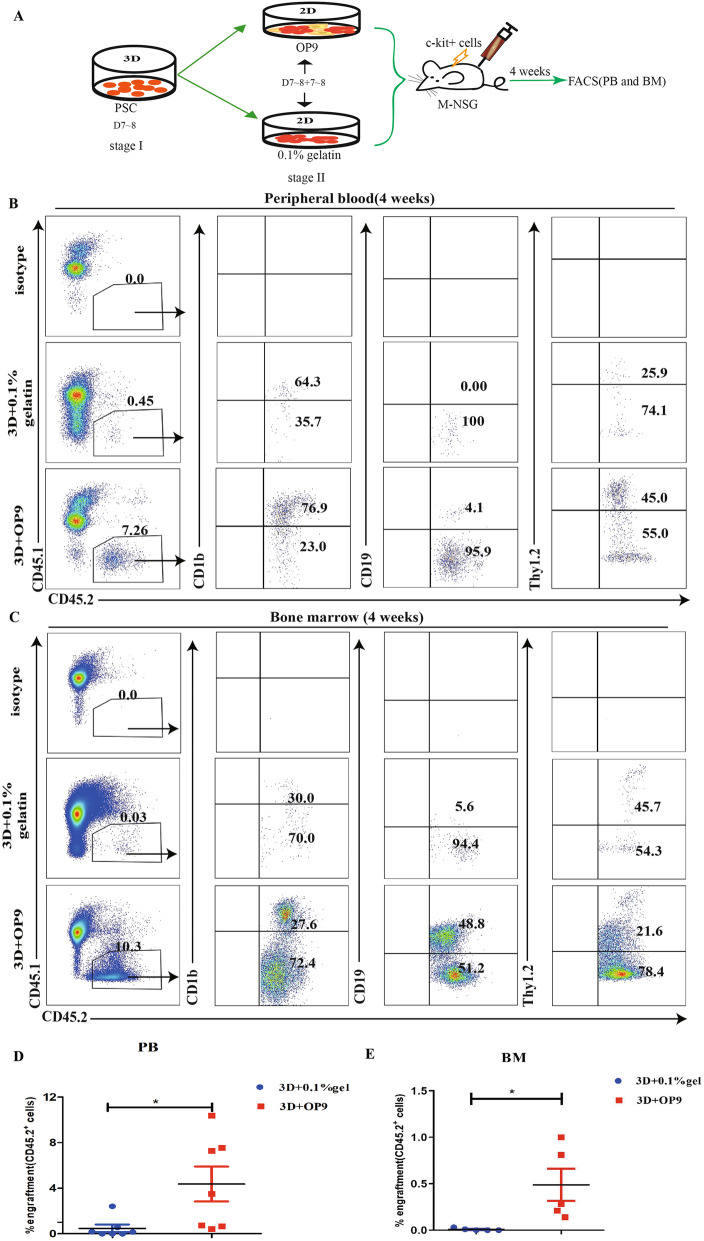
In vivo transplanted potential of 3D+OP9 and 3D+0.1% gelatin induction system-derived c-kit^+^ hematopoietic cells. **A** Schematic representation of the transplantation strategy. **B**–**E** Representative flow cytometric plots for CD45.1 and CD45.2 expression in the PB and BM from m-NSG recipient mice (CD45.1), meanwhile representative flow cytometric plots for expression of CD11b, CD19, and thy1.2 in gated CD45.2^+^ cells. **F**–**G** Percentage CD45.2^+^ chimerism in the PB (left) and BM (right) from m-NSG. Data are the means ± SD from three independent experiments. Error bars represent mean ± SD of samples from at least three independent experiments (n>=3). NS, not significant; *p < 0.05

### CD201 enriches a cluster of functional Lineage-negative (Lin^−^) Sca-1^+^c-kit^+^ (LSK) HSCs/HSPCs in our optimized 3D self-assembling peptide-mediated OP9 coculture hematopoietic induction system

To assess the hematopoietic potential of CD201^+^ cells in our differentiation system. Flow cytometry analysis was used to detect the CD201^+^ level of expression. It was found that the percentage CD201^+^ cell population was increased and reached approximately 50% on day 5 in the 3D+OP9 coculture differentiation system (Figure S1A-B). Further flow cytometry analysis revealed that roughly 75.5% of LSK cells were CD201^+^ within the group of 3D+OP9 coculture system, yet only 14.7 % of CD201^+^ cells within the LSK cell cluster from the group of 3D+0.1% gelatin coculture system, which suggested that the 3D self-assembling peptide-mediated OP9 coculture system promoted the generation of LSKCD201^+^ cells (Fig. 3A). Statistical analysis data confirmed that the 3D+OP9 coculture group had a higher percentage of LSKCD201^+^ cells than the 3D+0.1% gelatin coculture group on day 5 and day 7 (Fig. 3B). A CFU assay and morphological analysis were further conducted to evaluate the lineage differentiation potential of CD201^+^ and CD201^−^ cells. Sorted differentiated day 5 Lin^−^c-kit^+^CD201^+^ cells formed a significantly higher number of colonies than Lin^−^c-kit^+^CD201^−^ cells (Fig. 3C, D). In addition, Lin^−^c-kit^+^CD201^+^ cells formed a higher number of CFU granulocyte (CFU-G)-, CFU macrophage (CFU-M)-, CFU granulocyte macrophage (CFU-GM)-, and CFU granulocyte erythrocyte monocyte macrophage (CFU-GEMM)-derived colonies, whereas Lin^−^c-kit^+^CD201^−^ cells resulted in few CFU-G, CFU-M, CFU-GM, and CFU-GEMM colonies (Fig. 3E). Together, these data indicate that CD201^+^ hematopoietic cells from mouse PSCs possess more advantages in terms of hematopoiesis potential.

**Fig. 3:**
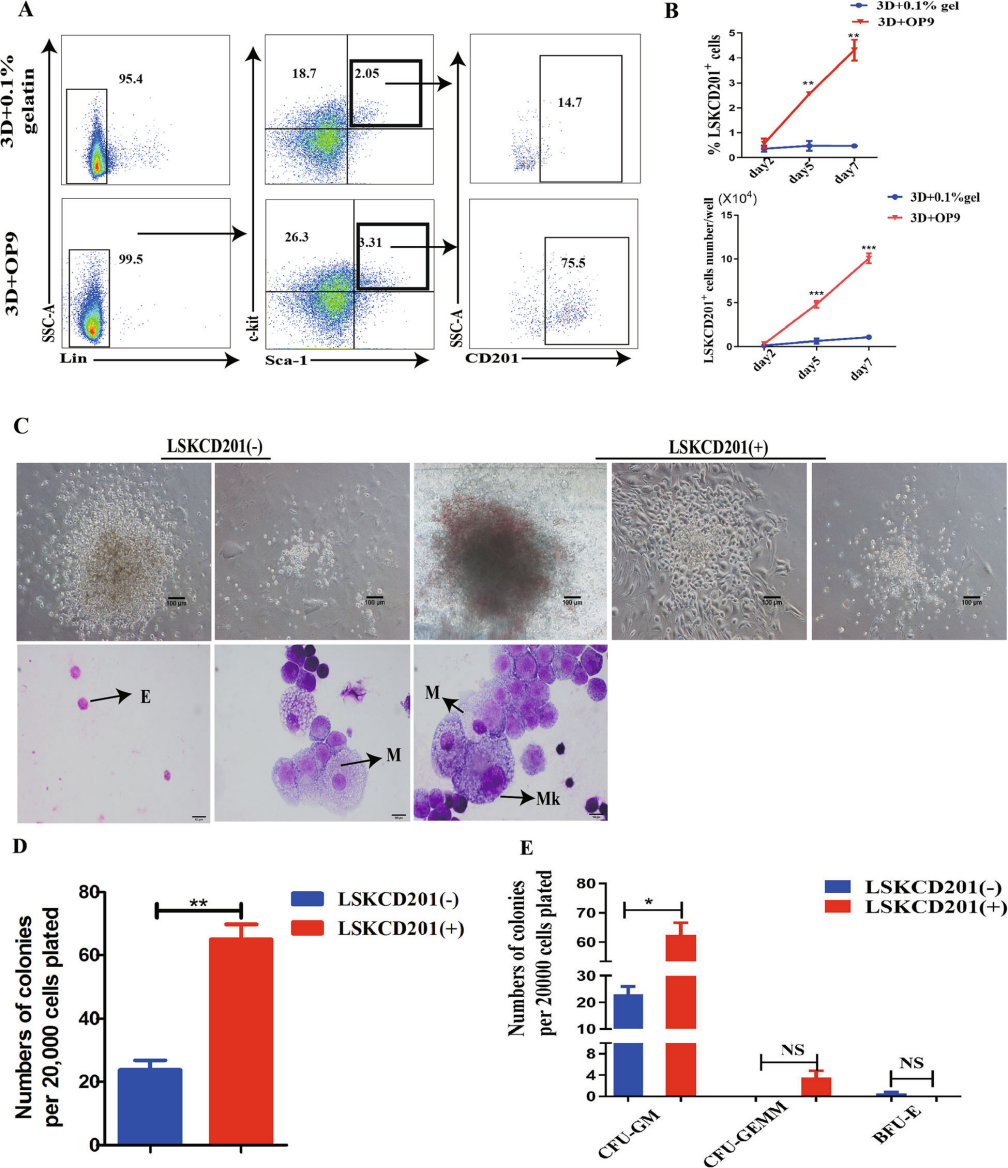
CD201 expression marks a cluster of functional HSC/HSPC in our 3D self-assembling peptide-mediated OP9 coculture hematopoietic induction system. **A** FACS analysis of the percentage of LSK and LSKCD201^+^ cells derived from 3D+OP9 and 3D+0.1% gelatin group on day 5. **B** Statistical analysis of percentage and absolute numbers LSKCD201^+^ cells of the 3D+OP9 and 3D+0.1% gelatin co-culture system on days 2, 5, and 7 respectively (*n* = 3). **C** Sorted Lin^−^c-kit^+^CD201^+^ cells were analyzed by a CFU assay. Representative field images of the different types of colonies obtained from Lin^−^c-kit^+^CD201^-^ and Lin^−^c-kit^+^CD201^+^ cells and cellular morphology of colonies by May-Giemsa staining. Arrowheads depict indicated morphology. E, erythrocyte; M, macrophage; Mk, megakaryocyte. Scale bar =100μm. **D** Lin^−^c-kit^+^CD201^+^ cells formed a significantly higher number of colonies than Lin^−^c-kit^+^CD201^-^ cells. **E** Statistical analysis of the variety of colonies between Lin^−^c-kit^+^CD201^-^ cells and Lin^−^c-kit^+^CD201^+^ cells. Error bars represent mean ± SD of samples from at least three independent experiments (*n* = 3). NS, not significant; *p < 0.05, **p < 0.01

### Transcriptome analysis of LSKCD201^+^ cells from mouse PSCs in our hematopoietic differentiation system

We further analyzed the whole-genome transcriptomes of LSKCD201^+^ and LSKCD201^−^ on day 5 of our differentiation system. We performed RNA-seq analysis on mouse PSCs, day 5 coculture differentiated LSKCD201^+^ and LSKCD201^−^ cells (D5-LSKCD201^+^, D5-LSKCD201^−^), bone marrow-derived LSKCD201^+^ (BM-LSKCD201^+^) from C57BL/6 mice aged at 6–8 weeks, and fetal liver-derived LSKCD201^+^ (FL-LSKCD201^+^) cells from C57BL/6 mice on embryonic day 12.5 (E12.5). 

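Sorted cells of 5 groups were sequenced, in 3 replicates each: mouse PSCs (mESC in the figures), D5-LSKCD201+, D5-LSKCD201-, BM-LSKCD201+ and FL-LSKCD201+. The authors provided FPKM of each library for 27968 genes, under Ensembl identifiers and with their positions on GRCm38. FPKM summed to between 514860 and 530631 per library in mouse PSCs, 508622 and 517005 in D5-LSKCD201+, 535792 and 550978 in D5-LSKCD201-, 554191 and 608607 in BM-LSKCD201+, and 512278 and 620332 in FL-LSKCD201+. The depth is not known for these libraries either. They were normalized separately from the coculture libraries, so no test was made across both tables. The same log2 scale, filter, thresholds and tests were used as for the coculture libraries, on each pair of groups at a time. Correlations, distances and principal components were computed on the 14457 genes with a mean of at least 0.5 FPKM over the 15 libraries.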

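The genes of the 3 markers the cells were sorted on gave a first reading of the libraries. Procr, which encodes CD201 (ENSMUSG00000027611, chromosome 2, 155751117 to 155755471), was at 59.7 ± 2.03 FPKM (SD, n = 3) in D5-LSKCD201+ and 3.48 ± 0.411 in D5-LSKCD201-, a log2 fold change of 3.76 (SE 0.09, adjusted p 1.2e-07). In FL-LSKCD201+ and BM-LSKCD201+ it stood at 68.4 ± 1.59 and 120.4 ± 3.21 FPKM, and in mouse PSCs at 2.40 ± 0.233. Kit (ENSMUSG00000005672, chromosome 5, 75574916 to 75656722) was at 44.5 ± 2.94 FPKM in D5-LSKCD201+ and 28.8 ± 4.30 in D5-LSKCD201-. For Ly6a, which encodes Sca-1 (ENSMUSG00000075602, chromosome 15, 74994877 to 74998031), the levels were 61.3 ± 3.37 and 32.6 ± 1.12 FPKM. Kit and Ly6a, on which both D5 groups were sorted alike, changed by 0.62 and 0.89, with adjusted p of 0.00233 and 1.5e-05.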

Compared with D5-LSKCD201^−^ cells, D5-LSKCD201^+^ cells showed a genome transcriptome more similar to that of BM-LSKCD201^+^ and FL-LSKCD201^+^ cells than to mouse PSCs (Fig. 4A). 

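Each D5 library was correlated with the mean profile of mouse PSCs, FL-LSKCD201+ and BM-LSKCD201+. The correlations are across genes, which are not independent replicates. Pearson's r with mouse PSCs was 0.805 ± 0.00120 (SD, n = 3 libraries) for D5-LSKCD201+ and 0.936 ± 0.00758 for D5-LSKCD201-. With FL-LSKCD201+ it was 0.798 ± 0.00238 and 0.768 ± 0.000448, and with BM-LSKCD201+ 0.731 ± 0.00225 and 0.683 ± 0.00108. D5-LSKCD201+ cells thus lay closer to FL-LSKCD201+ and BM-LSKCD201+ than D5-LSKCD201- cells did, by 0.0293 and 0.0481, and farther from mouse PSCs, by a difference of -0.132. These 3 differences exceeded the spread between replicates. Within D5-LSKCD201+, r with FL-LSKCD201+ minus r with mouse PSCs was -0.00697, and r with BM-LSKCD201+ minus r with mouse PSCs was -0.0739. The alternative that moved these 5 comparisons most was a restriction to the 1000 most variable genes, where the pair became -0.182 and -0.264. In hierarchical clustering of the 15 libraries, a division into 2 clusters placed both D5 groups with mouse PSCs and FL-LSKCD201+ with BM-LSKCD201+. With 3 clusters, D5-LSKCD201+ separated from mouse PSCs and D5-LSKCD201-. Both divisions came out alike for average, complete and Ward linkage, on Euclidean distance and on 1 minus r.

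**Figure D2:**
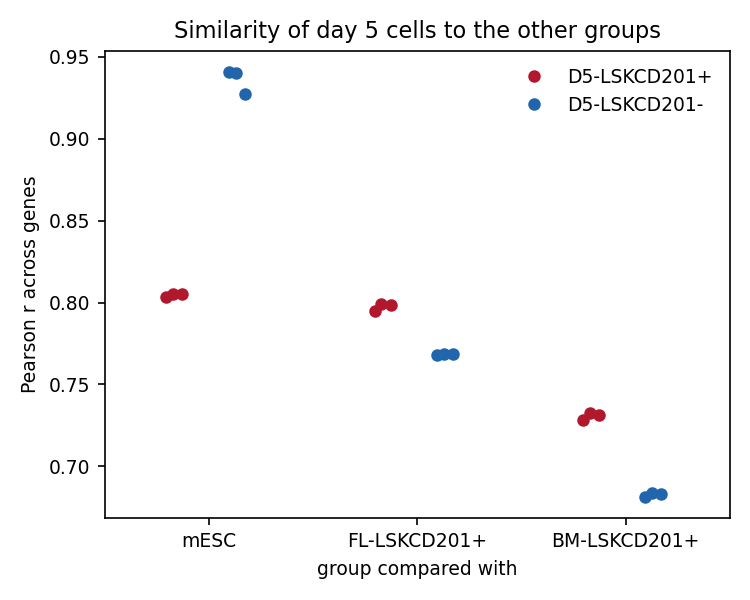
Pearson's r across genes (vertical axis) between each library of D5-LSKCD201+ or D5-LSKCD201- and the mean profile of the group on the horizontal axis, 1 point per library. The mean r with mESC was 0.805 for D5-LSKCD201+ and 0.936 for D5-LSKCD201-.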

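Principal components were computed on the log2 values of the 15 libraries, centred and not scaled. The first held 60.5% of the variance and the second 22.5%. With genes scaled to unit variance the first held 47.7%, the largest shift among the alternatives. The mean scores on the first and second components were -90.6 and -61.0 for mouse PSCs, -79.7 and -9.79 for D5-LSKCD201-, and -34.2 and 98.4 for D5-LSKCD201+. For FL-LSKCD201+ they were 82.4 and -11.0, and for BM-LSKCD201+ 122.1 and -16.6. The largest Euclidean distance between replicates of one group was 54.6, between libraries of FL-LSKCD201+. The smallest distance between libraries of different groups was 96.3, between mouse PSCs and D5-LSKCD201-, so the ratio of these values was 0.568. With genes scaled to unit variance, the largest distance within a group nearly reached the smallest between groups. The mean distance within D5-LSKCD201+ was 21.7, within mouse PSCs 21.4, within D5-LSKCD201- 40.3, within BM-LSKCD201+ 32.6 and within FL-LSKCD201+ 41.4.

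**Figure D3:**
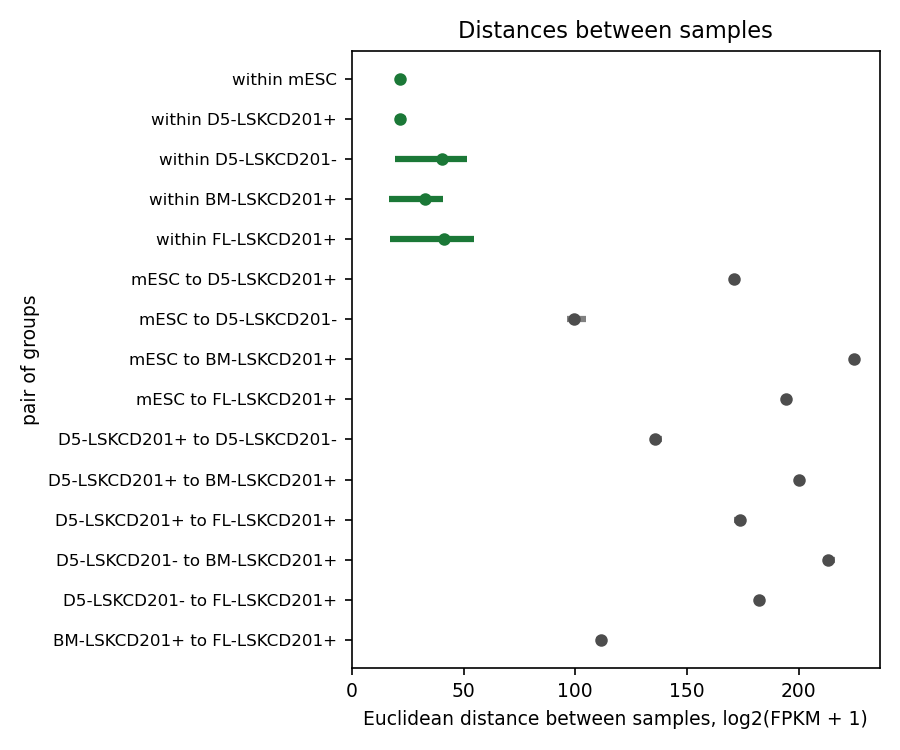
Euclidean distance between libraries on log2(FPKM + 1) (horizontal axis) for pairs within a group (green) and between groups (grey), with points at the mean and lines from the smallest to the largest. The largest distance within a group was 54.6 and the smallest between groups 96.3.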

According to principal component analysis (PCA), three biological replicates of mouse PSCs, D5-LSKCD201^+^, D5-LSKCD201^−^, BM-LSKCD201^+^, and FL-LSKCD201^+^, were tightly clustered, demonstrating that the cell fractions provided reproducible transcription profiles (Fig. 4B). 

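Levels of the pluripotency genes were read from all 3 replicates of mouse PSCs, D5-LSKCD201- and D5-LSKCD201+. Pou5f1 (ENSMUSG00000024406, chromosome 17, 35506018 to 35510772) was at 426 ± 2.52 FPKM (SD, n = 3) in mouse PSCs, 221 ± 57.1 in D5-LSKCD201- and 2.34 ± 0.494 in D5-LSKCD201+. The log2 fold change against mouse PSCs was -0.98 (SE 0.18, adjusted p 0.00302) in D5-LSKCD201- and -7.01 (SE 0.10, adjusted p 3.3e-11) in D5-LSKCD201+. Sox2 (ENSMUSG00000074637, chromosome 3, 34650405 to 34652461) was at 67.8 ± 11.4, 16.3 ± 6.57 and 0.172 ± 0.0602 FPKM in the 3 groups, and Esrrb (ENSMUSG00000021255, chromosome 12, 86361117 to 86521628) at 10.6 ± 0.982, 4.95 ± 1.83 and 0.0887 ± 0.0242. Their changes against mouse PSCs were -2.06 and -1.01 in D5-LSKCD201-, and -5.86 and -3.41 in D5-LSKCD201+. Nanog (ENSMUSG00000012396, chromosome 6, 122707489 to 122714633) was at 73.9 ± 2.51 FPKM in mouse PSCs and 74.1 ± 3.41 in D5-LSKCD201-, which did not differ (0.00, SE 0.06, adjusted p 0.973), and at 0.425 ± 0.132 in D5-LSKCD201+. The sign of the Nanog change in D5-LSKCD201- turned under 3 alternatives, with values between -0.03 and -0.01. All 4 genes were lower in D5-LSKCD201+ than in D5-LSKCD201-, by log2 fold changes from -6.03 to -2.40. That count was 4 over all genes tested and 4 adjusted over the list alone. Against mouse PSCs, 3 of the 4 were lower in D5-LSKCD201-, by either adjustment.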

Alignment of reads at individual gene loci and quantification with the FPKM values confirmed that Pou5f1, Nanog, Sox2, and Esrrb expression in D5-LSKCD201^+^ and D5-LSKCD201^−^ cells was apparently silenced compared with that in mouse PSCs, and D5-LSKCD201^+^ cells had a greater reduction tendency than D5-LSKCD201^−^ cells (Fig. 4C). 

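For 11 hematopoietic transcription factor genes, levels in mouse PSCs were set beside those in the D5 groups. Erg (ENSMUSG00000040732, chromosome 16, 95359169 to 95586593) was at 0.0384 ± 0.0356 FPKM (SD, n = 3) in mouse PSCs, 0.637 ± 0.0367 in D5-LSKCD201- and 13.4 ± 1.68 in D5-LSKCD201+, and Lyl1 (ENSMUSG00000034041, chromosome 8, 84701457 to 84704715) at 0.208 ± 0.0166, 3.71 ± 1.00 and 46.2 ± 2.32. Their log2 fold changes in D5-LSKCD201+ against mouse PSCs were 3.79 (SE 0.10, adjusted p 1.2e-09) and 5.29 (SE 0.07, adjusted p 2.1e-11). Gata2 (ENSMUSG00000015053, chromosome 6, 88193891 to 88207032) ranged from 1.15 to 1.96 FPKM in mouse PSCs, where Tal1 (ENSMUSG00000028717, chromosome 4, 115056426 to 115071755) was at 0.528 ± 0.0492, Meis1 (ENSMUSG00000020160, chromosome 11, 18879817 to 19018985) at 1.37 ± 0.180 and Hhex (ENSMUSG00000024986, chromosome 19, 37434810 to 37440731) at 8.43 ± 0.0348. In D5-LSKCD201+ they changed by 3.15, 2.16, 2.91 and 2.84. Runx1 (ENSMUSG00000022952, chromosome 16, 92601466 to 92826149) changed by 1.04 (SE 0.11, adjusted p 1.7e-05) in D5-LSKCD201+ and 2.23 (SE 0.13, adjusted p 1.1e-05) in D5-LSKCD201-, from 0.355 ± 0.0923 FPKM. Hoxb4 (ENSMUSG00000038692, chromosome 11, 96318267 to 96321638), Hoxb5 (ENSMUSG00000038700, chromosome 11, 96303336 to 96306121), Rora (ENSMUSG00000032238, chromosome 9, 68653786 to 69388246) and Fosb (ENSMUSG00000003545, chromosome 7, 19302696 to 19310051) were at 0.0472, 0.123, 0.564 and 0.122 FPKM in mouse PSCs, in that order. All 11 genes were higher in D5-LSKCD201+ than in mouse PSCs, and 10 of them were past both thresholds. In D5-LSKCD201-, 8 genes were expressed enough to be tested, and 7 were higher than in mouse PSCs. Tal1 was not, with 0.18 (SE 0.19, adjusted p 0.462), and quantile normalization turned its sign (-0.10). Without replicate 2 of D5-LSKCD201- it was called higher (0.41, adjusted p 0.00454). The Gata2 call in D5-LSKCD201- (0.73, SE 0.22, adjusted p 0.0276) was lost under 8 alternatives, among them quantile normalization (0.47, adjusted p 0.0566). Adjusted over the list alone, the counts were also 11 and 7.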

Global analysis also confirmed the activation of HSC transcriptional regulators, including Tal1, Erg, Gata2, Runx1, HOXB4, Hhex, Lyl1, HOXB5, Rora, Pbx1, Meis1, and Fosb, in D5-LSKCD201^+^ and D5-LSKCD201^−^ cells (Fig. 4D). Moreover, D5-LSKCD201^+^ cells expressed higher levels of the above HSC transcriptional regulators including Tal1, Erg, Gata2, HOXB4, Hhex, Lyl1, HOXB5, and Meis1 than mouse D5-LSKCD201^−^ cells (Fig. 4D). Collectively, our transcriptome analyses further support the concept that the inducible LSKCD201^+^cells from PSCs possess better hematopoiesis potential.

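Of the 11 genes, 8 were higher and 2 lower in D5-LSKCD201+ than in D5-LSKCD201-, both over all genes tested and adjusted over the list alone. Hoxb5 was at 5.97 ± 0.188 FPKM (SD, n = 3) in D5-LSKCD201+ and 0.466 ± 0.0426 in D5-LSKCD201-, a log2 fold change of 2.25 (SE 0.09, adjusted p 8.2e-07). Hoxb4 was at 1.63 ± 0.0909 and 0.0871 ± 0.0946 FPKM (1.28, SE 0.09, adjusted p 1.8e-05), and Hhex at 66.7 ± 0.887 and 32.7 ± 1.01 (1.01, SE 0.05, adjusted p 3.2e-06). Lyl1 changed by 3.34 (SE 0.15, adjusted p 1.7e-06) and Erg by 3.13 (SE 0.11, adjusted p 5.9e-07). Runx1, at 1.80 ± 0.353 FPKM in D5-LSKCD201+ and 5.39 ± 0.899 in D5-LSKCD201-, was lower in D5-LSKCD201+ (-1.19, SE 0.15, adjusted p 0.000309). Of the 11 genes, 10 had replicate values that did not overlap between the D5 groups. Quantile normalization shifted the median log2 fold change of all genes tested between these groups from -0.12 to -0.01, and it turned the sign of no gene of the list.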

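Between D5-LSKCD201+ and D5-LSKCD201-, 13691 genes were tested and 3379 were past both thresholds. Against mouse PSCs, 2626 genes were higher and 2430 lower in D5-LSKCD201+, and 1476 were higher and 473 lower in D5-LSKCD201-. Of the genes past both thresholds, 51.9% were thus higher in D5-LSKCD201+ and 75.7% in D5-LSKCD201-. Under quantile normalization these shares were 48.9% and 59.8%, so the balance turned in D5-LSKCD201+. Against FL-LSKCD201+, 4727 genes differed in D5-LSKCD201+ and 5351 in D5-LSKCD201-. Against BM-LSKCD201+, 6159 differed in D5-LSKCD201+ and 7162 in D5-LSKCD201-. A difference in the number of genes between 2 such comparisons was not itself tested. From its transcriptome analyses, the paper proposes that inducible LSKCD201+ cells have better hematopoietic potential.

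**Figure D4:**
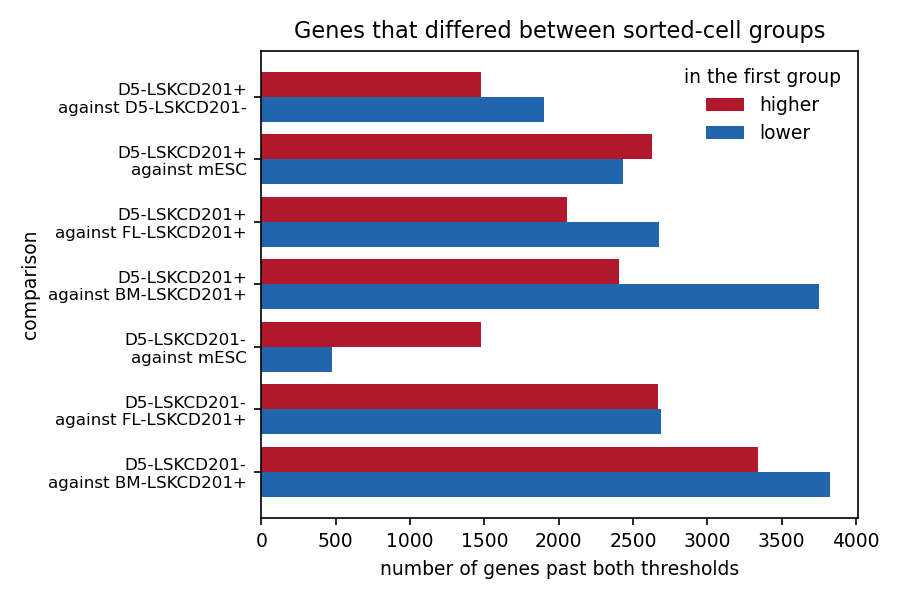
Number of genes past both thresholds (horizontal axis, from 0) in each of 7 comparisons of sorted-cell groups (vertical axis), higher (red) or lower (blue) in the first group named. Between D5-LSKCD201+ and D5-LSKCD201-, 1475 were higher and 1904 lower.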

**Fig. 4:**
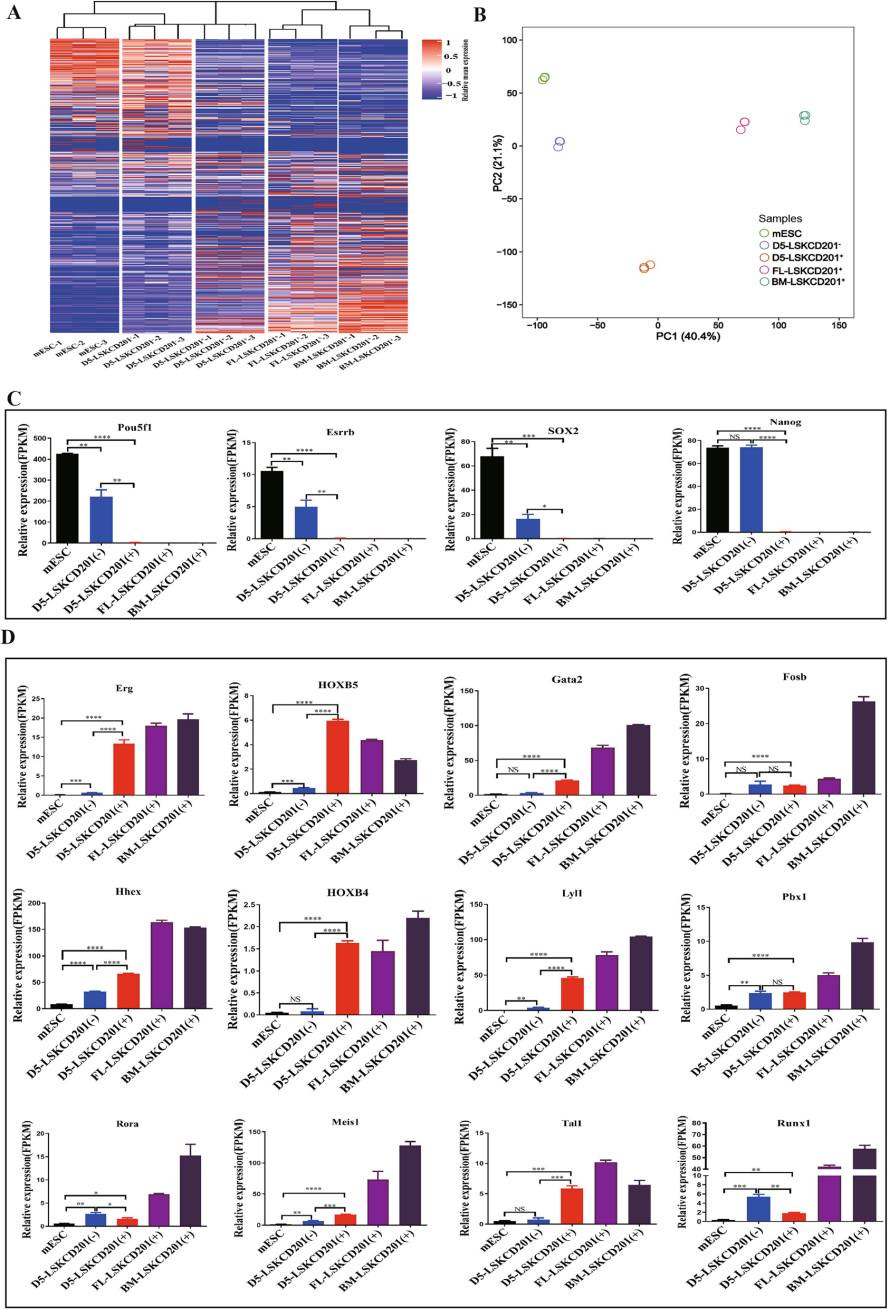
Global gene expression analysis of mouse PSCs, BM-LSKCD201^+^, FL-LSKCD201^+^ day 5 differentiated LSKCD201^+^ cells and LSKCD201^−^ cells (D5-LSKCD201^+^ and D5-LSKCD201^−^) of our hematopoietic induction system. **A** Hierarchical clustering of heatmaps of mouse PSCs, BM-LSKCD201^+^ cells, FL-LSKCD201^+^ cells, D5-LSKCD201^−^ cells, and D5-LSKCD201^+^ cells. **B** PCA plots of five cell groups of mouse PSCs, BM-LSKCD201^+^ cells, FL-LSKCD201^+^ cells, D5-LSKCD201^−^ cells, and D5-LSKCD201^+^ cells. **C** The expression of pluripotency-related genes in mouse PSCs, BM-LSKCD201^+^ cells, FL-LSKCD201^+^ cells, D5-LSKCD201^−^ cells, and D5-LSKCD201^+^ cells is shown as the FPKM values, Data are represented as mean ± SD (*n* = 3). **D** The expression of hematopoietic-related genes in mouse PSCs, BM-LSKCD201^+^ cells, FL-LSKCD201^+^ cells, D5-LSKCD201^-^ cells, and D5-LSKCD201^+^ cells is shown as the FPKM values. Data are represented as mean ± SD (*n* = 3)

### Transcriptome comparison analyses of LSKCD201^+^ cells and LSKCD201^−^ cells

We next aimed to further evaluate hematopoietic transcriptome differences between LSKCD201^+^ cells and LSKCD201^−^ cells. Consistent with the phenotype described above, the biological functions of genes upregulated in LSKCD201^+^ cells were more related with vasculature development (Fig. 5A, B). 

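The endothelial and vascular list and the hematopoietic list were tested between D5-LSKCD201+ and D5-LSKCD201-, as 2 of the 7 list tests. All 62 genes of the endothelial and vascular list were tested. In D5-LSKCD201+, 60 were higher, 57 of them past both thresholds, and 1 was lower past both. The median log2 fold change was 3.46 (camera, adjusted p 2.2e-25), and the call held under fry (1.6e-06) and an estimated correlation (0.0435). The median was 0.41 (97 genes, adjusted p 5.5e-05) when the Reactome term for VEGF signaling took the place of the list. Of all genes tested, the 5 with the largest rises were Gja5 (ENSMUSG00000057123, chromosome 3, 96904693 to 97077416), Prl3b1 (ENSMUSG00000038891, chromosome 13, 27241847 to 27249683), Plvap (ENSMUSG00000034845, chromosome 8, 71497765 to 71511752), Tie1 (ENSMUSG00000033191, chromosome 4, 118471191 to 118490061) and Entpd1 (ENSMUSG00000048120, chromosome 19, 40612366 to 40741602). Gja5 was at 135 ± 2.11 FPKM (SD, n = 3) in D5-LSKCD201+ and 1.61 ± 0.883 in D5-LSKCD201-, a change of 5.76 (SE 0.24, adjusted p 1.3e-06). Plvap was at 1462 ± 11.8 and 41.6 ± 12.0 FPKM (5.15, SE 0.20, adjusted p 9.5e-07). Prl3b1, Tie1 and Entpd1 rose by 5.49, 5.08 and 5.07. The 5 largest falls were in Dppa5a (ENSMUSG00000060461, chromosome 9, 78367052 to 78368177), Trh (ENSMUSG00000005892, chromosome 6, 92242061 to 92244650), Utf1 (ENSMUSG00000047751, chromosome 7, 139943789 to 139945112), Zfp42 (ENSMUSG00000051176, chromosome 8, 43295063 to 43306980) and Tdh (ENSMUSG00000021953, chromosome 14, 63492347 to 63509092), from -7.14 for Dppa5a to -6.44 for Tdh. Dppa5a was at 19.1 ± 3.68 FPKM in D5-LSKCD201+ and 2804 ± 208 in D5-LSKCD201-.

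**Figure D5:**
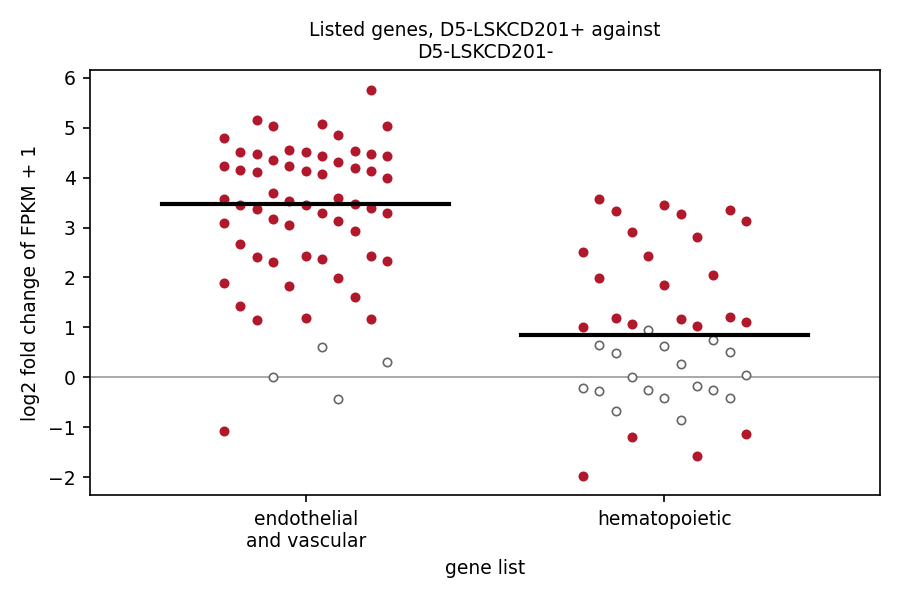
Log2 fold change of FPKM + 1 (vertical axis) for each tested gene of the endothelial and vascular list and the hematopoietic list (horizontal axis), D5-LSKCD201+ against D5-LSKCD201-, 3 replicates each. Filled points are past both thresholds and bars mark the medians of 3.46 and 0.84.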

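For 12 arterial genes, FPKM were compared between D5-LSKCD201+ and D5-LSKCD201-. Igfbp3 (ENSMUSG00000020427, chromosome 11, 7206086 to 7213923) was at 617 ± 3.69 FPKM (SD, n = 3) in D5-LSKCD201+ and 49.1 ± 4.20 in D5-LSKCD201-, a log2 fold change of 3.63 (SE 0.07, adjusted p 5.6e-08). Sox18 (ENSMUSG00000046470, chromosome 2, 181669836 to 181671640) had the largest change, from 9.57 ± 0.576 to 233 ± 1.15 FPKM (4.47, SE 0.06, adjusted p 3.3e-08). The smallest was in Hey1 (ENSMUSG00000040289, chromosome 3, 8663359 to 8667256), at 10.6 ± 1.37 FPKM in D5-LSKCD201- and 33.6 to 34.5 in the D5-LSKCD201+ libraries (1.60, SE 0.09, adjusted p 6.1e-06). Gja4 (ENSMUSG00000050234, chromosome 4, 127311421 to 127314039) was at 109 ± 2.41 and 4.49 ± 0.234 FPKM (4.32, SE 0.06, adjusted p 3.3e-08). Levels in D5-LSKCD201+ were 70.1 ± 1.87 FPKM for Sox7 (ENSMUSG00000063060, chromosome 14, 63943673 to 63950732), 37.3 ± 1.95 for Cd93 (ENSMUSG00000027435, chromosome 2, 148436640 to 148443563), 64.7 ± 1.88 for Ets1 (ENSMUSG00000032035, chromosome 9, 32636221 to 32757820) and 60.2 ± 9.53 for Vegfc (ENSMUSG00000031520, chromosome 8, 54077606 to 54187096). Against D5-LSKCD201- these rose by 3.53, 4.16, 3.29 and 3.60. Epas1 (ENSMUSG00000024140, chromosome 17, 86753700 to 86833410), Mecom (ENSMUSG00000027684, chromosome 3, 29951296 to 30548008) and Efnb2 (ENSMUSG00000001300, chromosome 8, 8617434 to 8661242) were at 25.3 ± 1.15, 22.8 ± 2.84 and 12.7 ± 0.144 FPKM in D5-LSKCD201+ and rose by 3.37, 2.81 and 2.42. Dll4 (ENSMUSG00000027314, chromosome 2, 119325784 to 119335962), at 39.3 ± 0.560 FPKM, rose by 4.24. All 12 genes were higher by both thresholds over all genes tested, and 12 were higher adjusted over the list alone, on samples the study also plots. Each of the 12 had replicate values that did not overlap between the groups.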

LSKCD201^+^ cells exhibited more apparent expression of arterial specification-associated gene SOX18, SOX7, CD93, ETS1, DLL4, Igfbp3, Gja4, Vegfc, Hey1, Epas1, Mecom, and Efnb2 [17, 18]; similar trend was presented in our study (Fig. 5C). Moreover, endothelial related genes, including NOS3, Tek, Cdh5, and Vwf had greater expression in LSKCD201^+^ cells than in LSKCD201^−^ cells (Fig. 5D). 

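All 4 endothelial genes were higher in D5-LSKCD201+, with replicate values that did not overlap. Nos3 (ENSMUSG00000028978, chromosome 5, 24364810 to 24384474) was at 117 ± 1.66 FPKM (SD, n = 3) in D5-LSKCD201+ and 3.26 ± 1.40 in D5-LSKCD201-, a log2 fold change of 4.85 (SE 0.24, adjusted p 2.8e-06). Tek (ENSMUSG00000006386, chromosome 4, 94739289 to 94874976) was at 86.1 ± 2.83 and 4.18 ± 0.219 FPKM (4.07, SE 0.07, adjusted p 4.2e-08), and Cdh5 (ENSMUSG00000031871, chromosome 8, 104101625 to 104144511) at 70.8 ± 3.02 and 2.31 ± 0.205 (4.44, SE 0.08, adjusted p 4.5e-08). Vwf (ENSMUSG00000001930, chromosome 6, 125546774 to 125686679) had the smallest change, from 1.13 ± 0.0946 to 6.85 ± 0.709 FPKM (1.88, SE 0.11, adjusted p 5.0e-06). The counts were 4 over all genes tested and 4 adjusted over the list alone.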

Besides, the expression levels of endothelial-to-hematopoietic transition (EHT) regulatory genes, including Gata2, Tal1, Meis1, and H19, in LSKCD201^+^ cells were higher than those in LSKCD201^-^ cells (Fig. 5D). In addition, lymphocyte potential marks the emergence of definitive hematopoietic cells, from our RNA-sequencing data analysis, we found that lymphoid-biased regulator gene LMO2, Notch1, and PU.1 obtained higher level of expression in LSKCD201^+^ cells; in contrast, myeloid-erythroid biased regulator factor Gata1, Klf1, and TFRC exhibited higher expression potential in LSKCD201^−^ cells (Fig. 5E). Together, we conclude that the LSKCD201^+^ cells derived from the self-assembling peptide-mediated coculture hematopoietic induction system exhibit stronger hematopoietic potential than the LSKCD201^−^ cells.

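H19 (ENSMUSG00000000031, chromosome 7, 142575529 to 142578143), a noncoding RNA gene, was at 9.71 ± 0.545 FPKM (SD, n = 3) in D5-LSKCD201+ and 0.940 ± 0.299 in D5-LSKCD201-, a log2 fold change of 2.48 (SE 0.13, adjusted p 4.2e-06). For Gata2 the levels were 21.0 ± 1.14 and 3.21 ± 1.12 FPKM and the change 2.42 (SE 0.20, adjusted p 3.4e-05). Tal1 was at 5.85 ± 0.814 and 0.771 ± 0.455 FPKM (1.98, SE 0.21, adjusted p 0.000128), and Meis1 at 16.8 ± 1.27 and 6.77 ± 1.31 (1.21, SE 0.14, adjusted p 0.000194). Each of the 4 genes was higher in every D5-LSKCD201+ library than in every D5-LSKCD201- library.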

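Lmo2 (ENSMUSG00000032698, chromosome 2, 103957986 to 103981878) was at 22.8 ± 3.47 FPKM (SD, n = 3) in D5-LSKCD201+ and 9.59 ± 1.24 in D5-LSKCD201-, a log2 fold change of 1.16 (SE 0.14, adjusted p 0.000233). Notch1 (ENSMUSG00000026923, chromosome 2, 26457903 to 26516663) was at 10.6 ± 0.852 and 1.39 ± 0.567 FPKM (2.30, SE 0.18, adjusted p 3.0e-05). Spi1, which encodes PU.1 (ENSMUSG00000002111, chromosome 2, 91082390 to 91115756), was at 13.0 ± 0.590 and 5.90 ± 0.443 FPKM (1.02, SE 0.09, adjusted p 4.0e-05). The other 3 genes were lower in D5-LSKCD201+. Gata1 (ENSMUSG00000031162, chromosome X, 7959260 to 7978071) was at 0.406 ± 0.218 FPKM in D5-LSKCD201+ and 4.56 ± 1.00 in D5-LSKCD201- (-1.98, SE 0.17, adjusted p 4.6e-05), and Klf1 (ENSMUSG00000054191, chromosome 8, 84901928 to 84905291) at 0.241 ± 0.205 and 1.73 ± 0.404 (-1.14, SE 0.15, adjusted p 0.000468). Tfrc (ENSMUSG00000022797, chromosome 16, 32608920 to 32632794) was at 10.8 ± 0.423 and 52.4 ± 8.05 FPKM (-2.16, SE 0.12, adjusted p 4.0e-06). The counts were 3 higher and 3 lower, over all genes tested and adjusted over each list alone. Lmo2 and Spi1 were at 407 and 166 FPKM in FL-LSKCD201+ and at 1079 and 231 in BM-LSKCD201+. Of the 3 lymphoid-biased genes, 2 were lower and 1 was higher in D5-LSKCD201+ than in each of these groups.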

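Of the hematopoietic list, 42 genes were tested between D5-LSKCD201+ and D5-LSKCD201-. In D5-LSKCD201+, 28 were higher, 20 of them past both thresholds, and 4 were lower past both. The median log2 fold change was 0.84 (camera, adjusted p 7.8e-05). The call held under fry (3.6e-05) and not under an estimated correlation (0.108). The median was 0.26 with no filter on low values. From the arterial, endothelial, lymphoid-biased and myeloid-erythroid biased genes, the paper concludes that LSKCD201+ cells have stronger hematopoietic potential than LSKCD201- cells.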

**Fig. 5:**
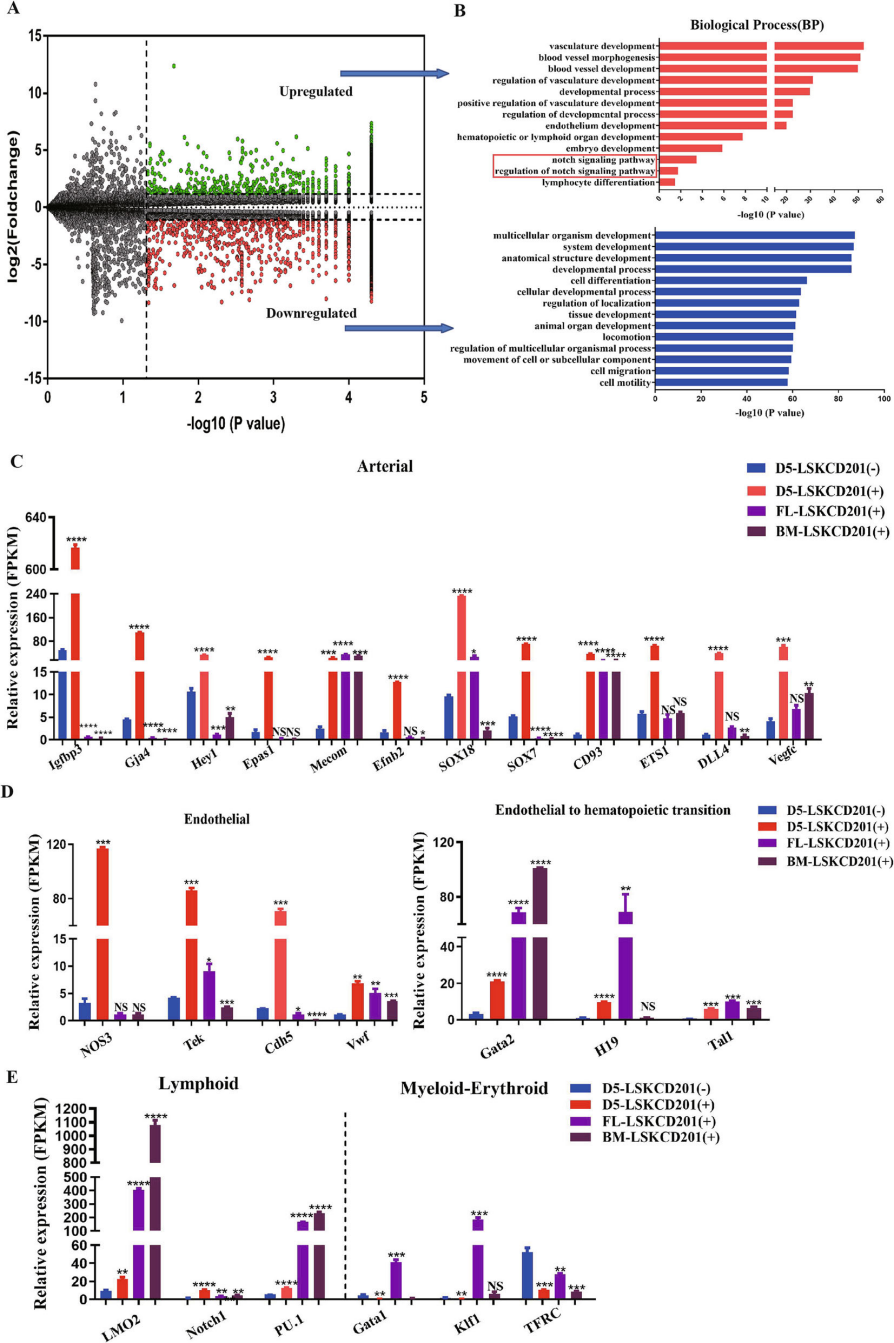
Differentiated D5-LSKCD201^+^ cells showed more hemogenic- and hematopoietic-related markers, similar to those of HSCs, than D5-LSKCD201^−^ cells. **A** Volcano plot for CD201^+^ cells and CD201^−^ cells in LSK cells on day 5 of our coculture differentiation system. The green and red dots represent 2252 and 2193 upregulated genes in the CD201^+^ and CD201^−^ cells, respectively (q< 0.05). **B** Representative statistically enriched pathways of the differentially expressed genes in CD201^+^ and CD201^−^ cells in LSK cell population. **C** The expression level of arterial-related genes determined by RNA-seq in CD201^+^ cells compared with that in CD201^−^ cells is shown as FPKM values. Data are represented as mean ± SD (*n* = 3). **D** The expression level of endothelia and EHT specific genes in CD201^+^ cells compared with that in CD201^−^ cells is shown as FPKM values. Data are represented as mean ± SD (*n* = 3). **E** The expression level of lymphoid and myeloid-erythroid biased regulator genes in CD201^+^ cells compared with that in CD201^−^ cells is shown as the FPKM values. Data are represented as mean ± SD (*n* = 3). Error bars represent mean ± SD of samples from at least three independent experiments. **p < 0.01, ***p < 0.001, ****p < 0.0001

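Under the same thresholds, 1475 genes were higher in D5-LSKCD201+ and 1904 in D5-LSKCD201-. With the adjusted p alone as the criterion, the counts were 3930 and 5419, the largest shift among the alternatives. Quantile normalization turned the balance, with 1716 genes higher in D5-LSKCD201+ and 1599 in D5-LSKCD201-. Leaving out each library in turn gave 1399 to 1553 and 1850 to 2040. The authors' own test was Cuffdiff, which starts from aligned reads and was not run here. Of the 13691 genes tested, 73.6% had replicate values that did not overlap between the groups, against 10% by chance.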

### LSKCD201^+^ cells from our hematopoietic differentiation system in a relatively slow cycling state

LSKCD201^+^ cells from fetal liver and BM have been shown to retain a relatively slow cycling state [10, 11]. Ki67, a proliferation marker, is expressed in the nucleus of cells in all phases of the activated cell cycle except for the G0 phase [19]. DAPI is a fluorescent stain that binds strongly to DNA, and its expression level reflects the amount of DNA. High-throughput RNA-seq analysis provided cell cycle-related gene profiles of LSKCD201^+^ and LSKCD201^−^ cells. Firstly, Cyclin-dependent kinase (CDK) inhibitors, such as p57, were abundantly expressed in LSKCD201^+^ cells, yet various cell cycle regulators of G1, G1/S, and G2/M phase progression, such as Ccnd1, Ccnd2, Cdk6, and Aurka were expressed at significantly higher levels in LSKCD201^−^ cells than in LSKCD201^+^ cells (Fig. 6A). 

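Cdkn1c, which encodes p57 (ENSMUSG00000037664, chromosome 7, 143458339 to 143461050), was at 882 ± 3.15 FPKM (SD, n = 3) in D5-LSKCD201+ and 49.1 ± 2.82 in D5-LSKCD201-, a log2 fold change of 4.14 (SE 0.05, adjusted p 3.3e-08). Ccnd1 (ENSMUSG00000070348, chromosome 7, 144929931 to 144939925) was at 25.0 ± 1.65 and 41.5 ± 2.39 FPKM (-0.71, SE 0.07, adjusted p 0.000117), and Ccnd2 (ENSMUSG00000000184, chromosome 6, 127125162 to 127152193) at 20.2 ± 2.52 and 26.3 ± 1.95 (-0.37, SE 0.11, adjusted p 0.0165). Cdk6 (ENSMUSG00000040274, chromosome 5, 3341485 to 3531008) was at 1.79 ± 0.480 and 7.13 ± 0.952 FPKM (-1.55, SE 0.16, adjusted p 0.000107), and Aurka (ENSMUSG00000027496, chromosome 2, 172356190 to 172370535) at 97.4 ± 1.58 and 188 ± 14.8 (-0.94, SE 0.07, adjusted p 1.4e-05). Of these 4 regulators, Cdk6 alone was past the fold threshold. Of the 16 cell cycle genes of Fig. 6A, 15 were tested. In D5-LSKCD201+, 3 were higher and 8 lower, over all genes tested and adjusted over the list alone, and 1 and 2 were past both thresholds. A cell cycle list of 57 genes written independently of the figure had 3 genes higher in D5-LSKCD201+, and 12 were lower past both thresholds. Its median was -0.68 (camera, adjusted p 2.1e-08). The call held under fry (3.2e-05) and not under an estimated correlation (0.108). Of the 10 ways to split the libraries into equal parts, 3 gave a camera p at least as small, the real one included. Mki67 (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361), which encodes Ki67 and was singled out after its values were seen, did not differ (0.07, SE 0.12, adjusted p 0.638).

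**Figure D6:**
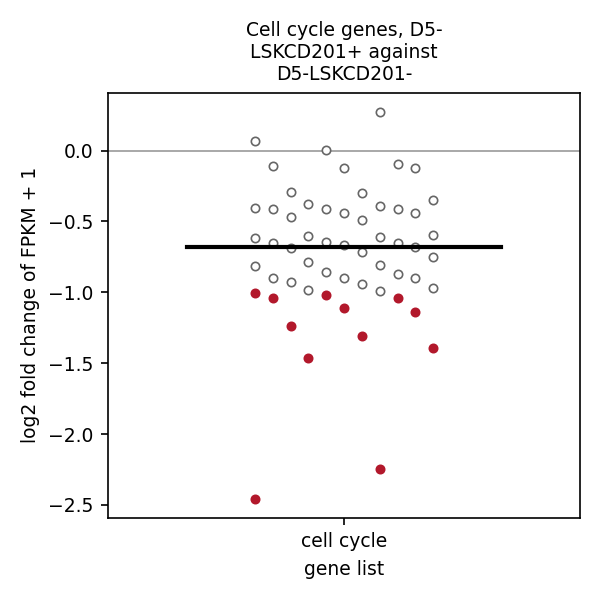
Log2 fold change of FPKM + 1 (vertical axis) for each of the 57 tested genes of the cell cycle list (horizontal axis), D5-LSKCD201+ against D5-LSKCD201-, 3 replicates each. Filled points are past both thresholds, and the bar marks the median of -0.68.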

We next examined the LSKCD201^+^ cell cycle status and found that compared to LSKCD201^−^ cells, LSKCD201^+^ cells had a significant increase in the G0 phase fraction and a concomitant decrease in the G1 and S/G2/M phase fractions (Fig. 6B, C). These data collectively indicate that LSKCD201^+^ cells from mouse PSCs in our hematopoietic differentiation system represent a relatively slow cycling population as compared to LSKCD201^−^ cells.

**Fig. 6:**
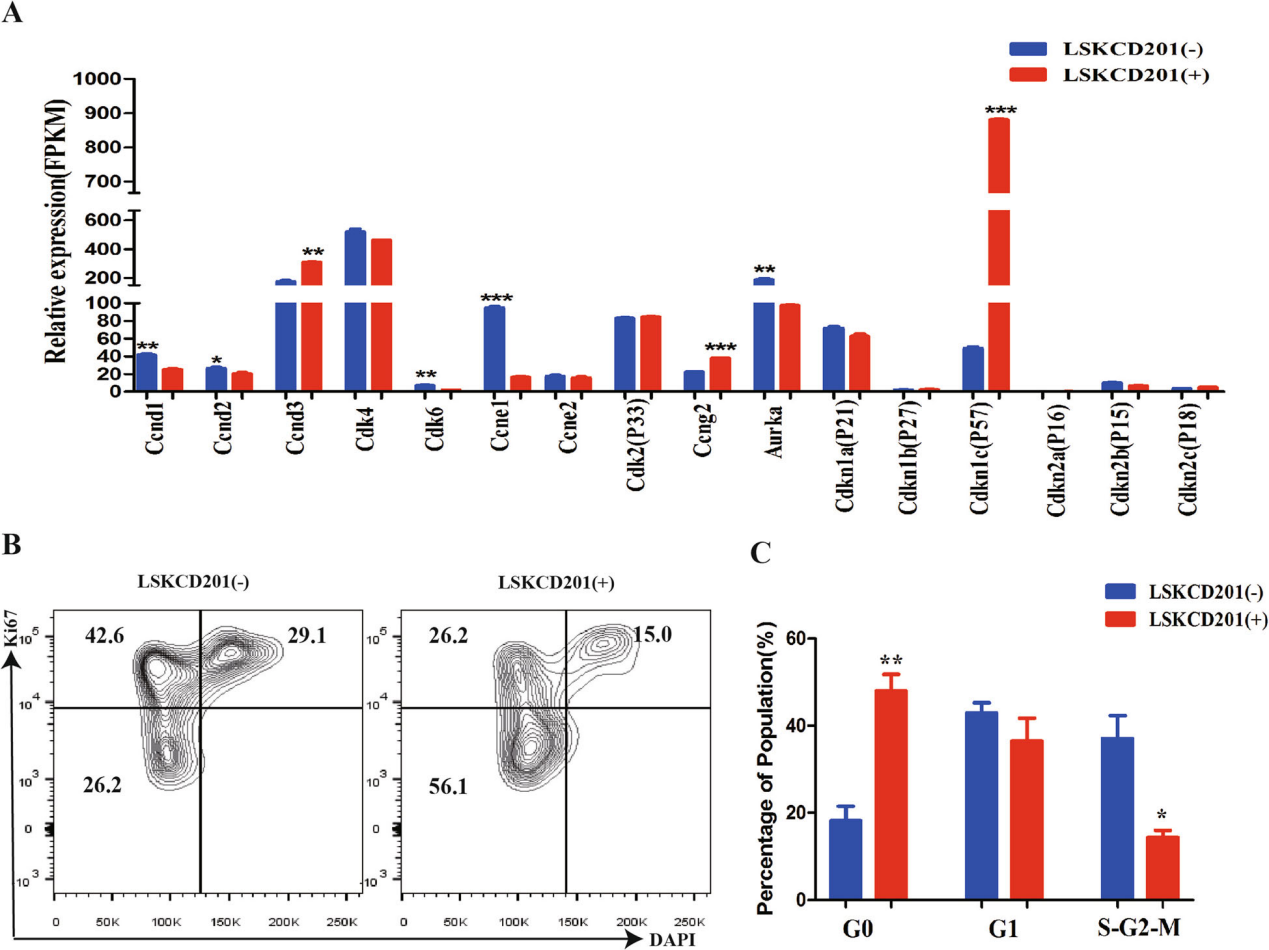
Cell cycle and mRNA expression analyses in inducible LSKCD201^+^ cells from mouse PSCs. **A** Cell cycle-related mRNA expression profiles quantitatively calculated by RNA-seq in D5-LSKCD201^+^ and D5-LSKCD201^−^ cells. **B** Representative FACS analysis of the percentage of LSKCD201^+^ cells in the Go, G1, and S-G2-M phases compared with the percentage of LSKCD201^−^ cells. **C** Statistical analysis of the percentage of LSKCD201^+^ cells in the Go, G1, and S-G2-M phases compared with the percentage of LSKCD201^−^ cells. Error bars represent mean ± SD of samples from at least three independent experiments (*n* = 3). *p < 0.05, **p < 0.01, ***p < 0.001

### Notch signaling is required for the generation of LSKCD201^+^ cells from mouse PSCs in our hematopoietic differentiation system

We next aimed to dissect the mechanism of LSKCD201^+^ cell generation from mouse PSCs. 

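Genes of the Notch pathway were compared between D5-LSKCD201+ and D5-LSKCD201-. Dll4 rose from 1.14 ± 0.184 FPKM (SD, n = 3) in D5-LSKCD201-, a change with SE 0.09 and adjusted p 8.3e-08. Notch4 (ENSMUSG00000015468, chromosome 17, 34564268 to 34588503) was at 19.4 ± 0.681 FPKM in D5-LSKCD201+ and 1.79 ± 0.857 in D5-LSKCD201-, a log2 fold change of 2.92 (SE 0.23, adjusted p 2.9e-05). Dll1 (ENSMUSG00000014773, chromosome 17, 15367354 to 15376872) was at 6.39 ± 0.531 and 2.54 ± 0.695 FPKM (1.08, SE 0.16, adjusted p 0.000751). Notch2 (ENSMUSG00000027878, chromosome 3, 98013527 to 98150361) was at 0.610 ± 0.0712 and 1.95 ± 0.946 FPKM (-0.82, SE 0.24, adjusted p 0.0175), and its call was lost under 3 alternatives: no filter (adjusted p 0.0790), without replicate 1 of D5-LSKCD201+ (0.0568) and without replicate 3 of D5-LSKCD201- (0.0543). With Hey1, Gata2 and Notch1, 6 genes were higher in D5-LSKCD201+ past both thresholds and 1 was lower. Adjusted over the list alone, the counts were also 6 and 1. In a Notch list of 54 genes, 49 were tested, 32 were higher in D5-LSKCD201+, and 16 were higher and 3 lower past both thresholds. Its median log2 fold change was 0.32 (camera, adjusted p 0.00215). The call held under fry (0.00575) and not under an estimated correlation (0.477). Of the 10 ways to split the libraries into equal parts, 7 gave a camera p at least as small, the real one included. That p therefore does not set the real grouping apart. Of the list, 7 genes are also in the endothelial and vascular list. The Reactome term for Notch signaling, with 67 genes tested, had a median of 0.07 (adjusted p 0.0486). Without replicate 2 of D5-LSKCD201- the median of the Notch list was 0.15.

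**Figure D7:**
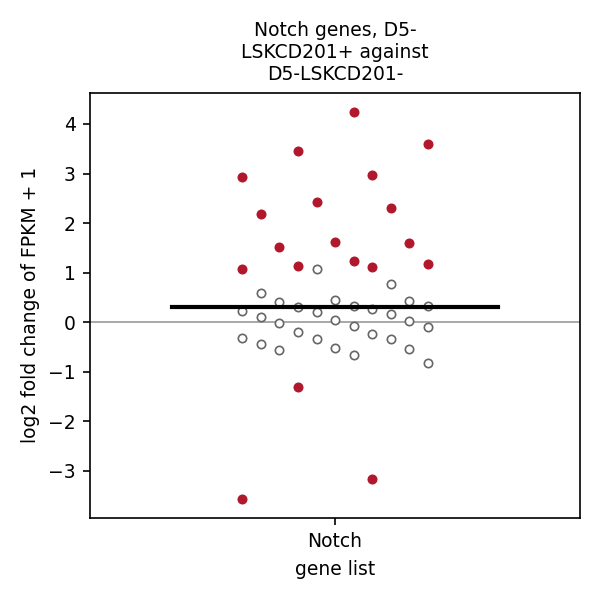
Log2 fold change of FPKM + 1 (vertical axis) for each of the 49 tested genes of the Notch list (horizontal axis), D5-LSKCD201+ against D5-LSKCD201-, 3 replicates each. Filled points are past both thresholds, and the bar marks the median of 0.32.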

From the RNA-seq data analysis, the upregulated genes in LSKCD201^+^ cells revealed a significant association with Notch signaling pathway (Fig. 5B), and we found that the Notch signaling pathway-related genes DLL1, DLL4, Hey1, Gata2, Notch4, and Notch1 were more apparently expressed in LSKCD201^+^ cells than in LSKCD201^−^ cells (Fig. 7A). Following the above studies on the critical role of hematopoiesis regulation of the Notch signaling pathway in vivo and in vitro, we further investigated the effects of the Notch signaling pathway in the process of LSKCD201^+^ cell generation in our established differentiation system. We differentiated 3D system-derived hematopoietic-like colonies cocultured with OP9 stromal cells from day 0 to day 5 with DAPT. We observed that the emergence of hematopoietic cells in the DAPT group apparently decreased compared to that in the control group under the optical microscope (Fig. 7B). Furthermore, the expression of Notch signaling pathway-associated genes DLL4, Notch1, and Notch4 significantly decreased in the presence of DAPT as compared to DMSO (Fig. 7C). Flow cytometry data analysis confirmed that the frequencies of LSKCD201^+^ cells were reduced after Notch signaling pathway inhibition (Fig. 7D), with the statistical data showing a significant difference between the DAPT and DMSO groups (Fig. 7E). Based on these data, we concluded that the Notch signaling pathway was required for LSKCD201^+^cell generation from mouse PSCs.

**Fig. 7:**
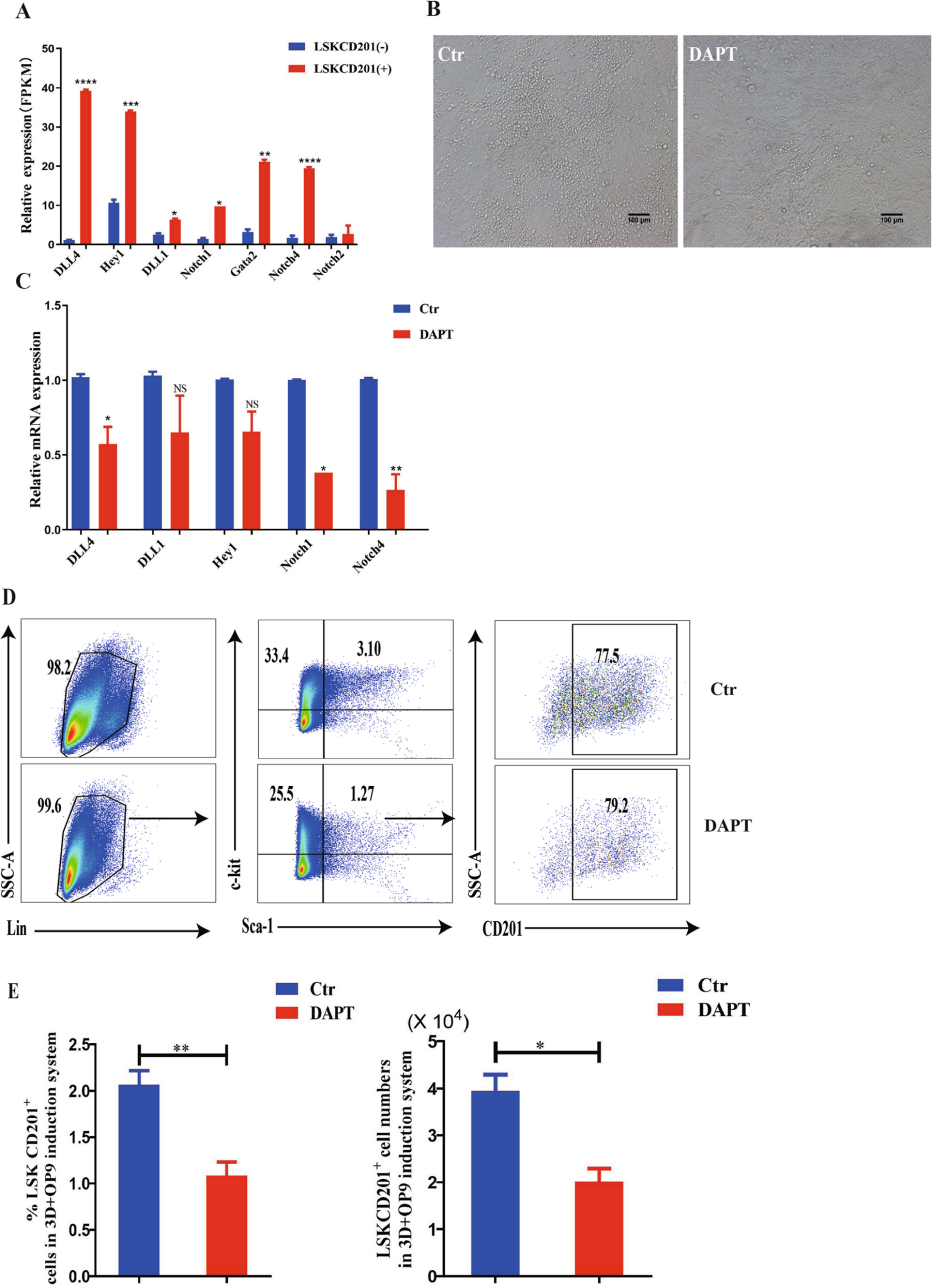
The Notch signaling pathway participates in the regulation of LSKCD201^+^ cells in our hematopoietic differentiation system. **A** The expression level of Notch signaling-related genes determined by RNA-seq in LSKCD201^+^ cells compared with the genes in LSKCD201^−^ cells (*n* = 3). **B** Representative morphology of hematopoietic cell generation on day 5 of our coculture differentiation system in the presence of DAPT or DMSO. **C** qRT-PCR analysis of Notch signaling pathway-associated genes (DLL4, DLL1, Hey1, Notch1, and Notch4) of total cells on day 5 from 3D+OP9 coculture system in the presence of DMSO (control) or DAPT. Actin used as internal control. **D** Flow cytometry analysis of the percentage of LSKCD201^+^ cells in the presence of DAPT or DMSO. **E** Statistical analysis of the percentage of LSKCD201^+^ cells in the presence of DAPT or DMSO. Error bars represent mean ± SD of samples from at least three independent experiments (*n* = 3). *p < 0.05, **p < 0.01

## Discussion

In this study, we established a 3D self-assembling peptide-mediated hematopoietic induction system followed by coculture with OP9 stromal cells, which differentiated mouse PSCs into functional hematopoietic cells. Moreover, the new system we developed may be useful for investigating the underlying molecular mechanisms of mouse hematopoiesis. To date, the 3D system concept has been raised and applied to the field of PSC maintenance and differentiation and is now accompanied by our established 3D hematopoietic differentiation system using a self-assembling peptide biomaterial. A previous study reported that OP9 stromal cells have the ability to augment the survival of hematopoietic precursors and progenitors from human ESCs [7]. In addition, OP9 stromal cells, which can replace the complete AGM microenvironment, favor the development of definitive HSCs from pre-HSCs [8]. However, it has been difficult to generate functional HSCs that can be engrafted into adult host animals using the OP9 coculture system supplemented with only a combination of hematopoietic cytokines [20, 21]. Interestingly, in our study, using the 3D self-assembling peptide-mediated hematopoietic induction system followed by coculture with OP9 stromal cells, mouse PSCs could generate in vivo transplanted hematopoietic cells in m-NSG mouse models, reconstituting myeloid and lymphoid cells, including T and B lymphocytes, in recipient mice.

Based on a previous study, we concluded that CD201, a representative marker, can enrich mouse HSCs within the BM and fetal liver and can even enrich human HSCs within cord blood and the fetal liver [10–13]. In our established experiment, our data show that CD201 represents a novel robust marker for mouse PSC-derived hematopoietic cells. Among the LSK population derived from mouse PSCs, CD201^+^ cells had more hematopoietic cell characteristics than CD201^−^ cells. Expression of hematopoietic-regulated TFs, such as Tal1, Erg, Gata2, Hoxb4, Hhes, Lyl1, Hoxb5, Rora, Pbx1, Meis1, and FosB, was higher in the LSKCD201^+^ cells than in LSKCD201^−^ cells. 

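Rora was at 1.60 ± 0.380 FPKM (SD, n = 3) in D5-LSKCD201+ and 2.70 ± 0.456 in D5-LSKCD201-, a log2 fold change of -0.51 (SE 0.15, adjusted p 0.0181). It was -0.31 (adjusted p 0.179) under quantile normalization, -0.38 (0.0540) without replicate 1 of D5-LSKCD201+ and -0.51 (0.0625) with no filter, and Rora was then not past the threshold. Fosb, at 2.44 ± 0.181 and 2.69 ± 1.70 FPKM, did not differ (0.04, SE 0.37, adjusted p 0.938). Its change was -0.01 without replicate 2 of D5-LSKCD201+ and -0.44 without replicate 2 of D5-LSKCD201-, where it was called lower (adjusted p 0.00239).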

The Tal1, Gata2, and Erg TFs combined with LMO2 and RUNX1c have been demonstrated to direct the reprogramming of murine fibroblasts into hematopoietic progenitor cells [22]. FosB is specifically enriched in specific HSCs [23]. Hoxb4 has been reported to confer a definitive hematopoiesis reconstitution potential on ESC-derived hematopoietic cells [24]. Pbx1 and Meis1 participate in the regulation of HSC self-renewal by maintaining HSC quiescence by forming heterodimeric and heterotrimeric complexes with HOX proteins [1]. In another study, overexpression of Erg, Rora, Hoxa9, Sox4, and Myb imparted transient myeloerythroid engraftment potential onto induced pluripotent stem cell (iPSC)-derived blood cell progenitors [25]. Hoxb5 has been reported to mark long-term mouse HSCs within the BM [26]. Gata2, as a target of Lyl1, has been implicated in the regulation of HSC survival and proliferation [27]; in addition, Gata2 plays a critical role in regulating endothelial-to-hematopoietic transition from PSCs hematopoietic differentiation [28]. 

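The 11 transcription factor genes were compared between D5-LSKCD201+ and the LSKCD201+ cells of fetal liver and bone marrow. Against FL-LSKCD201+, 1 gene was higher and 9 lower in D5-LSKCD201+, of which 5 were lower past both thresholds, with a median log2 fold change of -0.75. Against BM-LSKCD201+, 1 was higher and 9 lower, of which 7 were lower past both, with a median of -1.19. Both pairs of counts were equal when adjusted over the list alone. Runx1 was at 42.2 ± 1.97 FPKM (SD, n = 3) in FL-LSKCD201+ and 57.5 ± 5.39 in BM-LSKCD201+, and its level in D5-LSKCD201+ differed by -3.96 and -4.39 on the log2 scale. Meis1 was at 73.3 ± 23.0 and 128 ± 10.8 FPKM, with changes of -2.02 (SE 0.20, adjusted p 1.0e-04) and -2.86 (SE 0.08, adjusted p 4.3e-08). Gata2 was at 68.7 ± 5.48 and 101 ± 0.998 FPKM (-1.66 and -2.21), and Fosb at 4.34 ± 0.408 and 26.3 ± 2.25 (-0.63 and -2.99). Hoxb5 was the gene that was higher in D5-LSKCD201+, against 4.36 ± 0.133 FPKM in FL-LSKCD201+ (0.38, SE 0.08, adjusted p 0.00344) and 2.74 ± 0.179 in BM-LSKCD201+ (0.90, SE 0.08, adjusted p 2.3e-05). Hoxb4 did not differ from FL-LSKCD201+ (0.11, SE 0.14, adjusted p 0.489), nor Tal1 from BM-LSKCD201+ (-0.12, SE 0.15, adjusted p 0.490). The Hoxb4 change from FL-LSKCD201+ was -0.03 without replicate 1 of FL-LSKCD201+ and 0.33 (adjusted p 0.0415) under quantile normalization. Under quantile normalization the changes from BM-LSKCD201+ were 0.08 for Hoxb4 and 0.24 for Tal1. The call of Hoxb4 as lower than in BM-LSKCD201+ was lost there and under 4 other alternatives, among them the replicate block (adjusted p 0.0610), and that of Erg was lost under quantile normalization (-0.30, adjusted p 0.0525).

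**Figure D8:**
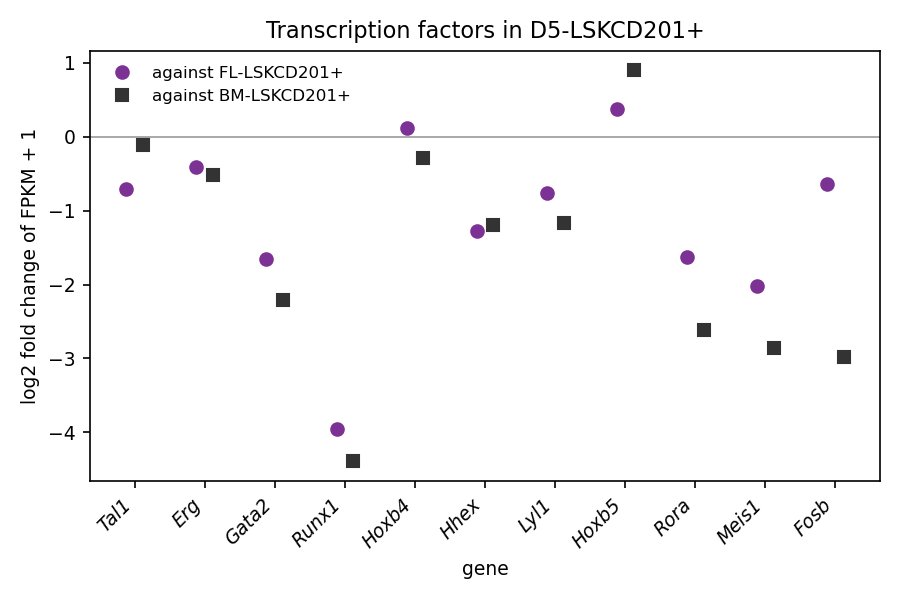
Log2 fold change of FPKM + 1 (vertical axis) of 11 transcription factor genes (horizontal axis) in D5-LSKCD201+ against FL-LSKCD201+ (circles) and BM-LSKCD201+ (squares), 3 replicates each. The medians over the genes were -0.75 and -1.19.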

Based on transcriptome analyses by our RNA-seq data, the aforementioned hematopoietic-regulated TF expression levels within LSKCD201^+^ cells from our hematopoietic induction system displayed similarity with LT-HSC within mouse BM and fetal liver, yet the question involving how the TFs together regulate the function of LSKCD201^+^ cells would be resolved in the future research.

Regarding the hematopoietic potential of LSKCD201^+^ cells derived from our differentiation system in vitro, CD201^+^ cell populations possess stronger hematopoietic predominance than CD201^−^ cell populations. 

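Pecam1 (ENSMUSG00000020717, chromosome 11, 106654217 to 106750628) was at 260.0 ± 8.82 FPKM (SD, n = 3) in D5-LSKCD201+ and 22.9 ± 0.870 in D5-LSKCD201-, a log2 fold change of 3.45 (SE 0.05, adjusted p 4.2e-08). Itga2b, which encodes CD41 (ENSMUSG00000034664, chromosome 11, 102453297 to 102470122), was at 45.2 ± 0.641 and 3.78 ± 0.239 FPKM (3.27, SE 0.07, adjusted p 8.6e-08), and Cd34 (ENSMUSG00000016494, chromosome 1, 194938819 to 194961279) at 223 ± 3.23 and 19.7 ± 3.47 (3.45, SE 0.11, adjusted p 4.1e-07). Cd47 (ENSMUSG00000055447, chromosome 16, 49800533 to 49915010) was at 49.7 ± 3.16 and 17.5 ± 2.92 FPKM (1.47, SE 0.12, adjusted p 3.0e-05). With Cdh5, all 5 genes were higher past both thresholds, and 5 were higher adjusted over the list alone. Ptprc, which encodes the pan-hematopoietic marker CD45 (ENSMUSG00000026395, chromosome 1, 138062861 to 138175708), was singled out after its values were seen. It was at 0.409 ± 0.167 and 0.633 ± 0.269 FPKM and did not differ (-0.21, SE 0.14, adjusted p 0.236). Both levels were low, against 43.5 FPKM in FL-LSKCD201+ and 66.8 in BM-LSKCD201+.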

First, LSKCD201^+^ cell populations obtained higher expression of endothelial and hematopoietic-related markers, such as Pecam1, Cdh5, Itga2b, Cd34, and CD47, than LSKCD201^−^ cell populations (Figure S2A). In addition, EHT-related regulatory factors, such as Gata2, Tal1, and H19, were more apparently expressed in LSKCD201^+^ cell populations than in LSKCD201^−^ cell populations. However, the individual role of each EHT factor in the generation of LSKCD201^+^ cells needs to be investigated in detail in future work. Hox genes have been reported as regulators of HSC self-renewal and differentiation [29]. 

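Hoxb7 (ENSMUSG00000038721, chromosome 11, 96286623 to 96290162) was at 4.76 ± 0.312 FPKM (SD, n = 3) in D5-LSKCD201+ and 0.164 ± 0.118 in D5-LSKCD201-, a log2 fold change of 2.31 (SE 0.11, adjusted p 2.0e-06). Hoxa13 (ENSMUSG00000038203, chromosome 6, 52257694 to 52260880) was at 4.23 ± 0.513 and 0.202 ± 0.0279 FPKM (2.12, SE 0.10, adjusted p 2.3e-06), and Hoxb2 (ENSMUSG00000075588, chromosome 11, 96350525 to 96354012) at 11.5 ± 0.822 and 4.33 ± 0.0899 (1.22, SE 0.09, adjusted p 1.6e-05). Hoxa11os (ENSMUSG00000086427, chromosome 6, 52244393 to 52249799), a noncoding gene, was at 1.11 ± 0.110 and 0.382 ± 0.175 FPKM (0.62, SE 0.11, adjusted p 0.00228) and was not past the fold threshold. With Hoxb4, Hoxb5 and Hoxa9, 7 Hox genes were tested and 7 were higher over all genes tested, of which 5 were past both thresholds. Adjusted over the list alone, the count was 7.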

In our study, we found that Hoxb cluster (Hoxb2, Hoxb4, Hoxb5, Hoxb7) and Hoxa cluster (Hoxa13 and Hoxa11os) gene expression was much higher in CD201^+^ cell populations than in CD201^−^ cell populations (Figure S2B). However, Hoxa9, a critical TF that promotes the hematopoietic commitment of human ESCs, has lower expression in mouse PSCs-derived LSKCD201^+^ cell populations than in LSKCD201^-^ cell populations (data not shown). 

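Hoxa9 (ENSMUSG00000038227, chromosome 6, 52223100 to 52231089) was at 1.24 ± 0.137 FPKM (SD, n = 3) in D5-LSKCD201+ and 0.708 ± 0.190 in D5-LSKCD201-, a log2 fold change of 0.40 (SE 0.11, adjusted p 0.0141). Replicates ranged from 1.14 to 1.40 FPKM in D5-LSKCD201+ and from 0.535 to 0.911 in D5-LSKCD201-, without overlap. The change was not past the fold threshold, and without replicate 3 of D5-LSKCD201+ it was 0.35 (adjusted p 0.0546). At these levels the value of 1 added before the logarithm understates it.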

The relative molecular mechanism of Hoxb cluster and Hoxa cluster genes for CD201^+^ cell populations derived from PSCs remains elusive. From in vitro long-term culture observations, such as colony-forming unit assays, LSKCD201^+^ cells obtained from our induction system have a higher proliferative potential than LSKCD201^−^ cells, maybe attributing to the higher expression of Hox genes and EHT genes, which need our further research in the future.

In our study, our findings showed that using a 3D self-assembling peptide-mediated hematopoietic induction system followed by coculture with OP9 stromal cells could produce many more LSKCD201^+^ cells from mouse PSCs than the control system followed by coculture with 0.1% gelatin. 

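Besides Cdkn1c, the other CDK inhibitor genes of Fig. 6A were read in D5-LSKCD201+ and D5-LSKCD201-. Cdkn1a, which encodes p21 (ENSMUSG00000023067, chromosome 17, 29090976 to 29100727), was at 62.6 ± 4.85 FPKM (SD, n = 3) in D5-LSKCD201+ and 71.9 ± 3.41 in D5-LSKCD201-, a log2 fold change of -0.20 (SE 0.07, adjusted p 0.0423). The Cdkn1a call was lost under 10 alternatives, among them the fit over all 5 groups (adjusted p 0.189). Cdkn1b, which encodes p27 (ENSMUSG00000003031, chromosome 6, 134920401 to 134925513), was at 2.39 ± 0.618 and 2.02 ± 0.459 FPKM and did not differ (0.16, SE 0.17, adjusted p 0.427). Cdkn2b (ENSMUSG00000073802, chromosome 4, 89306299 to 89311039) was lower in D5-LSKCD201+ (-0.50, SE 0.11, adjusted p 0.00649), and Cdkn2c (ENSMUSG00000028551, chromosome 4, 109660876 to 109667189) did not differ (0.39, SE 0.16, adjusted p 0.0613), although it was called higher under quantile normalization (0.49, adjusted p 0.0481) and without replicate 2 of D5-LSKCD201- (0.44, 0.0404). Cdkn2a (ENSMUSG00000044303, chromosome 4, 89274471 to 89294653) was at 0.156 ± 0.113 and 0.165 ± 0.0947 FPKM, too low to be tested.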

Our data demonstrated that these LSKCD201^+^ cells were more likely to be in a slow cycling state than LSKCD201^−^ cells under the regulation of CDK inhibitors, such as p57. 

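The remaining cell cycle genes of Fig. 6A moved in both directions between D5-LSKCD201+ and D5-LSKCD201-. The paper's abstract counts high Ccng2, like high P57, on the side of slow cycling, so a rise of Ccng2 goes with its claim. Ccne1 (ENSMUSG00000002068, chromosome 7, 38097984 to 38107534) was at 16.5 ± 1.01 FPKM (SD, n = 3) in D5-LSKCD201+ and 94.9 ± 3.15 in D5-LSKCD201-, a log2 fold change of -2.45 (SE 0.06, adjusted p 1.7e-07). Ccnd3 (ENSMUSG00000034165, chromosome 17, 47505051 to 47599691) was at 310.4 ± 1.17 and 176 ± 12.8 FPKM (0.82, SE 0.06, adjusted p 2.4e-05), and Ccng2 (ENSMUSG00000029385, chromosome 5, 93267257 to 93276231) at 38.2 ± 0.566 and 22.1 ± 0.700 (0.76, SE 0.06, adjusted p 1.9e-05). Cdk4 (ENSMUSG00000006728, chromosome 10, 127063534 to 127067920) changed by -0.17 (SE 0.06, adjusted p 0.0426). That call was lost under 10 alternatives, and the change was -0.04 (adjusted p 0.630) under quantile normalization. Ccne2 (ENSMUSG00000028212, chromosome 4, 11191351 to 11204779) and Cdk2 (ENSMUSG00000025358, chromosome 10, 128697939 to 128705031) did not differ, with changes of -0.13 (SE 0.12, adjusted p 0.365) and 0.03 (SE 0.04, adjusted p 0.594).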

Whereas various regulators of G1, G1/S, and G2/M cell cycle phase progression, Ccnd1, Ccnd2, Cdk6, and Aurka, were expressed at significantly higher levels in LSKCD201^−^ cells than in LSKCD201^+^ cells. These characteristics were confirmed in CD201^+^ cells isolated from mouse fetal liver and adult BM. 

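The cell cycle genes were read in FL-LSKCD201+ and BM-LSKCD201+ as well. Cdkn1c was at 92.6 ± 5.18 FPKM (SD, n = 3) in FL-LSKCD201+ and 55.8 ± 1.12 in BM-LSKCD201+, and in D5-LSKCD201+ it was higher by log2 fold changes of 3.24 (SE 0.08, adjusted p 1.2e-07) and 3.96 (SE 0.04, adjusted p 9.5e-10). Ccnd1 was at 20.2 ± 3.28 FPKM in FL-LSKCD201+, not different from D5-LSKCD201+ (0.31, SE 0.13, adjusted p 0.0653), and at 5.82 ± 1.06 in BM-LSKCD201+ (1.94, SE 0.12, adjusted p 2.9e-06). Ccnd2 was at 97.0 ± 8.55 and 198 ± 9.31 FPKM, above its level in D5-LSKCD201+ (-2.21 and -3.24). Cdk6 was also above that level, at 14.9 ± 2.59 and 25.7 ± 0.802 FPKM (-2.51 and -3.27). Aurka, at 66.2 ± 2.68 and 9.49 ± 1.55 FPKM, was below it (0.55 and 3.24). Of the 15 genes tested, 4 were higher and 4 lower in D5-LSKCD201+ than in FL-LSKCD201+, and 8 were higher and 6 lower than in BM-LSKCD201+, over all genes tested and adjusted over the list alone. Against FL-LSKCD201+, calls depended on the setting. Ccnd1 was called higher in D5-LSKCD201+ under quantile normalization (0.37, adjusted p 0.0466), in one fit over all 5 groups (0.31, 0.0362) and without replicate 1 of FL-LSKCD201+ (0.17, 0.0314). Cdkn2c was called higher under 4 alternatives and Ccnd3 under 2, and without replicate 1 of FL-LSKCD201+ both were (0.68, adjusted p 0.00775, and 0.42, 5.7e-06). Ccne2 was called lower under 1 alternative, and the call of Cdk2 as lower was lost under 6. In FL-LSKCD201+, the Ccng2 change turned sign without replicate 1 (0.04) and the Cdkn1b change under quantile normalization (0.02).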

The OP9 stromal cell-mediated ECM-rich microenvironment may serve as a niche for LSKCD201^+^ cells that are in a relatively slow cycling state. Our RNA-seq data showed that genes upregulated in 3D+OP9 coculture system were enriched in extracellular matrix organization signaling pathway. However, the detailed regulatory mechanism will be addressed in future studies.

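Single genes of the extracellular matrix list, picked after the values were seen, moved unequally between 3D+OP9 and 3D+0.1% gelatin on day 5. Bgn (gene number 12111, chromosome X, 73483602 to 73495933) was at 41.1 ± 18.1 FPKM (SD, n = 3) in 3D+OP9 and 6.78 ± 4.22 in 3D+0.1% gelatin, a log2 fold change of 2.48 (SE 0.42, adjusted p 0.0152). Postn (gene number 50706, chromosome 3, 54361109 to 54391037) changed by 2.34 (SE 0.36, adjusted p 0.0103). The fibrillar collagen genes Col1a2 (gene number 12843, chromosome 6, 4504814 to 4541544) and Col3a1 (gene number 12825, chromosome 1, 45311538 to 45349706) rose by 1.56 and 1.43, from 2.99 ± 0.545 and 0.853 ± 0.469 FPKM in 3D+0.1% gelatin. Col1a1 (gene number 12842, chromosome 11, 94936224 to 94953042), at 24.0 ± 2.23 against 16.5 ± 3.79 FPKM, did not pass the test (log2 fold change 0.53, SE 0.17, adjusted p 0.107), nor did Dcn (gene number 13179, chromosome 10, 97479609 to 97518143), with 0.14 (SE 0.18, adjusted p 0.693). In the whole list, 17 genes were past both thresholds, all of them higher in 3D+OP9. Leaving out each library in turn, the list's median lay between 0.36 and 0.58, the lowest without replicate 2 of 3D+0.1% gelatin. The Reactome term for extracellular matrix organization, with 160 genes tested, had a median of 0.19 (camera, adjusted p 6.3e-05). The libraries hold total cells, so RNA of the OP9 cells themselves was not separated from that of the differentiated cells.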

Currently, the in vivo engraftment potential of mouse PSC-derived hematopoietic cells in vitro still faces great challenges, which are attributed to the difficulty of generating a high yield of truly functional induced HSCs similar to mouse embryonic or adult HSCs [4]. Recent studies have reported c-kit expression as a potential marker of the repopulating activity of induced hematopoietic cells [30]. To date, it is the only cell-surface marker that has been shown to be expressed on all HSCs throughout embryonic development and adulthood [30]. In our induction system, we obtained high-efficiency c-kit^+^ hematopoietic cells. Most importantly, our transplantation data analysis confirmed that PSC-derived hematopoietic cells exhibited a hematopoiesis reconstitution potential for up to 4 weeks in both the PB and BM of sublethally irradiated (2.0 Gy) m-NSG mice injected intrafemorally with c-kit^+^ cells. Because the mice were in such a poor state, only a limited number survived. Here, we only could provide representative data that showed donor-derived cells in peripheral blood of m-NSG in 3D+OP9 induction system after 6 weeks’ transplantation (Figure S3). Unfortunately, we failed to detect in vivo hematopoiesis in lethally irradiated C57BL/6 (CD45.1) mice injected intrafemorally with these cell populations, and the mice died after approximately 2 weeks, which suggested that functional deficiency occurred in induced c-kit^+^ cells rather than in mouse developmental and adulthood-derived c-kit^+^ cells. In addition, the chimerism efficiency detected in m-NSG mice transplanted with c-kit^+^ cells from the 3D+OP9 coculture protocol was higher compared with that in mice transplanted with cells from 3D+0.1% gelatin coculture, maybe reasoned by the fact that the transplanted cells derived from the group of 3D+OP9 coculture composed of larger quantity of CD201^+^c-kit^+^ hematopoietic cells, which require our future study. Whatever, hematopoietic cells from the 3D self-assembling peptide-mediated OP9 or 0.1% gelatin coculture system possess hematopoiesis reconstitution superiority in vivo, which provide a desirable in vitro hematopoietic development platform via mouse PSCs model. Further work will focus on improving and optimizing the culture conditions for the maintenance and expansion of these functional repopulating cells, which may not only provide a useful tool to study HSC development but also lay the foundation for the clinical application of PSCs-derived hematopoietic cells.

## Conclusion

In our study, we established an in vitro differentiation system yielding in vivo hematopoiesis hematopoietic cells from mouse PSCs through a 3D induction system followed by coculture with OP9 stromal cells. In addition, we identified the high percentage of CD201^+^ cluster owning the more hematopoiesis superiority in terms of hematopoietic transcriptome level, CFU assays, and cell cycle. Meanwhile, we demonstrated the critical regulatory role of Notch signaling pathway necessary for in vitro CD201^+^ hematopoietic cell generation from mouse PSCs.

Together, our findings advance the understanding of mouse hematopoietic development; in addition, this study contributed to the mechanistic understanding of mouse PSC hematopoietic differentiation.

## Supplementary Information

**Additional file 1: Figure S1** shows the CD201 expression in our 3D self-assembling peptide-mediated OP9 co-culture hematopoietic induction system. (A) Flow cytometry analysis of the percentage of CD201^+^ on day2, day5 and day7 respectively. (B) Statistical analysis of the percentage of CD201^+^ in 3D+OP9 hematopoietic induction system. Data are represented as mean ± SD (*n* = 3).

**Additional file 2: Figure S2** is the hematopoietic related gene expression in between CD201^+^ cells and CD201^-^ cells. (A) The expression level of hematopoietic markers in CD201^+^ cells compared with that in CD201^-^ cells is shown as FPKM values, Data are represented as mean ± SD (*n* = 3). (B) The expression level of HOX family genes in CD201^+^ cells compared with that in CD201^-^ cells is shown as FPKM values, Data are represented as mean ± SD (*n* = 3).

**Additional file 3: Figure S3** demonstrates representative flow cytometric plots for CD45.1 and CD45.2 expression in the PB from m-NSG recipient mice (CD45.1) after 6 weeks transplantation, meanwhile representative flow cytometric plots for expression of CD11b, CD19 and thy1.2 in gated CD45.2^+^ cells.

## Data Availability

The data that support the findings of this study can be obtained from the corresponding author upon reasonable request.

## Abbreviations

PSCs: Pluripotent stem cells (PSCs)
HSCs: Hematopoietic stem cells
HSPCs: Hematopoietic stem and progenitor cells
TF: Transcription factor
EBs: Embryonic bodies
iHSC: Inducible HSC
LTR: Long-term reconstitution
ESCs: Embryonic stem cells
AGM: Aorta-gonad-mesonephros
iHCs: Induced hematopoietic cells
PB: Peripheral blood
BM: Bone marrow
EPCR: Endothelial protein C receptor
CFU: Colony forming unit
MEFs: Mouse embryonic fibroblasts
DAPI: 4′,6-Diamidino-2-phenylindole
LSK: Lineage-negative Sca-1^+^c-kit^+^
CFU-G: CFU-granulocyte
CFU-M: CFU macrophage
CFU-GM: CFU granulocyte macrophage
CFU-GEMM: CFU granulocyte erythrocyte monocyte macrophage
DAPT: Dual antiplatelet therapy
iPSC: Induced pluripotent stem cell
E12.5: Embryonic day 12.5
m-NSG: NOD-Prkdc^scid^IL2rg^null^

How the deposited data were processed for this re-analysis (not part of the article)

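RNA-seq was used from 21 libraries, 3 replicates in each group. Of these, 6 came from total cells on day 5 of coculture (3D+OP9 and 3D+0.1% gelatin). The other 15 came from mouse PSCs, D5-LSKCD201+, D5-LSKCD201-, BM-LSKCD201+ from mice aged 6 to 8 weeks and FL-LSKCD201+ from E12.5 embryos. The authors provided FPKM for each gene and library. According to the paper's methods, RNA was extracted with TRIzol, libraries were made with the VAHTS mRNA-seq kit and sequenced with an Illumina HiSeq X system, and reads were aligned to GRCm38 with HISAT2. Transcripts were assembled and quantified as FPKM with StringTie, and Cuffdiff and DAVID were used for testing and enrichment. The methods do not give the coculture libraries a description of their own, and their values are rounded to 2 decimals. No reads, counts or enrichment terms were used here. The sequencing depth is unknown, so no precision is given for single FPKM values beyond the SD of 3 replicates.

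The coculture table held 22899 genes, of which 3578 were blank in all 6 libraries, and the sorted-cell table held 27968. In the sorted-cell table, 27828 Ensembl identifiers (99.5%) were in the GENCODE M21 annotation of GRCm38, and 27819 had overlapping positions. No gene of a set of housekeeping genes was at 0 in any library. The groups and replicates were taken from the sample labels. Both tables were normalized separately, so every test stayed within one table. FPKM plus a pseudocount of 1 was taken to log2. Genes with a mean of at least 0.5 FPKM over the samples compared were tested with limma 3.58.1 (trend option, two-sided) in R 4.3.3, and p were adjusted by Benjamini-Hochberg over the genes tested in each of 8 comparisons. A gene was counted with an adjusted p under 0.05 and an absolute log2 fold change of at least 1. The smallest two-sided exact permutation p of 3 against 3 libraries is 0.1. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

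The genes named were fixed by rule: every gene the paper names for a claim, except for an item that is not reported here, and the 5 with the largest changes in each direction between the groups of the 2 main comparisons. A gene named outside that rule is said to have been chosen after its values were seen. Lists of genes written by hand for the extracellular matrix (66 genes), hematopoietic (53), endothelial and vascular (62), Notch (54) and cell cycle (57) functions were tested with camera (preset correlation 0.01) in 7 tests, adjusted together. As alternatives, fry and a correlation estimated from the data were used, and Reactome terms in place of the lists. Another 11 marker lists (stromal, preadipocyte stromal, naive pluripotent, primed epiblast, primordial germ cell, endoderm, erythroid, myeloid, mast cell, megakaryocyte and hepatocyte) were tested in 5 comparisons each, 55 tests in all. A list of 5 sex-linked genes was read without a test. Pearson correlations across genes, Euclidean distances, hierarchical clustering and principal components were computed on the log2 values of the 15 sorted-cell libraries.

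The lists named above, the thresholds, groups and alternatives were set before the data were examined, except 1 alternative. That alternative averaged the closest pair of replicates in 4 groups and was chosen after the files had been seen. A set of imprinted genes was listed after other imprinted genes had been seen. The set of adult globin genes was changed after a first value had been seen. The other alternatives were a pseudocount of 0.1, no filter or a filter at 1 FPKM, quantile normalization, a constant prior variance, the replicate number as a block, one fit over all 5 sorted-cell groups, the adjusted p alone, Spearman's correlation, the 1000 most variable genes, scaled genes, and leaving out each library in turn. The code was tested on simulated data. With 200 genes changed, 97.5% were recovered in values like those of the coculture table, and 2.01% of the genes called were false. In values like those of the sorted-cell table 95.0% were recovered and 0.524% were false. The changed genes were drawn from the better expressed ones, and those raised had median log2 fold changes of 2.01 and 1.99. Among 200 random lists of 50 genes, 1.50% and 0% had a camera p under 0.05. Noise was drawn for each gene separately, so lists of correlated genes were not simulated. In the real lists the estimated correlation lay between 0.0865 and 0.453, and the simulation does not give camera's error rate there. Cuffdiff and DAVID were not run, because they need reads or an online service.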

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

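Each result in this part is a marker list that moved between 2 groups, a move the paper does not discuss for that list and those groups. All tests in this part except those of GC content and gene length were chosen only after the results were seen. The adjusted p are camera's over 55 marker list tests, and with a correlation between genes estimated from the data none of the lists in this part had an adjusted p under 0.05. A list moves when its genes move, and it does not identify a cell type.

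Erythroid genes were higher in 3D+OP9 than in 3D+0.1% gelatin. All 9 tested genes of the list of 15 were higher, 7 of them past both thresholds, with a median log2 fold change of 2.21 (adjusted p 2.1e-09; fry 0.00240; estimated correlation 0.166). The most abundant were Hbb-bh1 at 242.5 FPKM and Hba-x at 159.0, against 2.48 and 2.34 in 3D+0.1% gelatin. One gene of the list, Epor, is also in the hematopoietic list. Taking out the trend on GC content and gene length left a median of 2.31, which argues against that bias as the whole cause. Reads shared between globin paralogs are argued against by the 4 tested genes that are not globins. Their median was 1.52. Adult blood from other libraries or animals is argued against by the adult beta globins, which summed to 1.80% of the embryonic beta globins in 3D+OP9. The set of adult genes for that test was changed after a first value of 0 had been seen, because Hbb-bs and Hbb-bt are listed at 0 in 3D+OP9 and the table also lists Hbb-b1 and Hbb-b2. A smaller share of the other cells in 3D+OP9, which would raise every blood and vessel list alike, stays open. The erythroid median exceeded that of the endothelial and vascular list by 0.93, with a 95% interval from -0.26 to 4.67 over 10000 resamples of genes, and 9 genes are too few to narrow it. Embryonic red cells formed under coculture are a hypothesis that the tables do not test, since the libraries hold total cells.

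Stromal genes were higher in D5-LSKCD201- than in mouse PSCs. All 22 tested genes were higher, 19 past both thresholds, with a median of 1.75 (adjusted p 3.1e-09; fry 2.4e-06; estimated correlation 0.0657). Of the 24 genes of the list, 16 are also in the extracellular matrix list. The most abundant in D5-LSKCD201- were Sparc at 333 FPKM, Vim at 182 and Acta2 at 143. The median after the trend on GC content and gene length was 1.79, so that bias is argued against. RNA of OP9 cells stays open. Hprt was at 1.55 FPKM in mouse PSCs and at 242.6 in FL-LSKCD201+, so its excess in D5-LSKCD201- over mouse PSCs, relative to the lowest library of FL-LSKCD201+ and BM-LSKCD201+ (161 FPKM), gives a rough limit of 2.88% on RNA from cells that express it. At that share, 0 genes of the list would need an OP9 level above the highest FPKM of any gene in the sorted-cell libraries. No OP9 library was part of the data, and that keeps the explanation open. Mesodermal or stromal differentiation of the cells themselves is a hypothesis that was not tested.

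In D5-LSKCD201+, 22 of 23 tested stromal genes were higher than in mouse PSCs, 20 past both thresholds, with a median of 2.70 (adjusted p 2.1e-07; fry 4.1e-08; estimated correlation 0.0657). Sparc was at 1414 FPKM and Vim at 885, against 76.3 and 70.5 in mouse PSCs. The median was 2.88 after the trend on GC content and gene length, which argues against that bias. For OP9 RNA at the 2.68% that Hprt allows, 2 genes would need a level above the highest FPKM of any gene in the sorted-cell libraries, with Sparc needing the most. The other genes leave a contribution of OP9 cells open.

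Preadipocyte stromal genes were also higher in D5-LSKCD201+ than in mouse PSCs. Of 10 tested genes 8 were higher, all 8 past both thresholds, and 1 was lower past both, with a median of 1.76 (adjusted p 0.00900; fry 4.7e-07; estimated correlation 0.134). Igfbp4 was the most abundant at 268 FPKM, against 92.9 in FL-LSKCD201+ and 94.0 in BM-LSKCD201+, and Pparg and Lpl were at 13.5 and 13.2. One gene of the list is also in the hematopoietic list. The median was 1.81 after the trend on GC content and gene length, which argues against that bias. OP9 cells can become adipocytes, and their RNA stays open, because 0 genes of the list would need an OP9 level above the highest FPKM of any gene.

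Endoderm genes were higher in D5-LSKCD201- than in mouse PSCs. All 20 tested genes were higher, 17 past both thresholds, with a median of 3.34 (adjusted p 2.8e-10; fry 6.6e-07; estimated correlation 0.0657). The most abundant were Apoe at 955 FPKM, Krt8 at 639, Krt18 at 324 and Cldn6 at 193. Of the 23 genes of the list, 6 are in the hepatocyte list, 1 is in the endothelial and vascular list and 1 in the extracellular matrix list. The median after the trend on GC content and gene length was 3.29, which argues against that bias. RNA carried over from fetal liver libraries is argued against by 16 of the 20 genes, which were above their level in FL-LSKCD201+ itself. Endoderm formed beside the hematopoietic cells and sharing the sorted phenotype is a hypothesis that was not tested.

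Primed epiblast genes were higher in D5-LSKCD201- than in mouse PSCs. Of 12 genes, 9 were higher, 6 higher and 3 lower past both thresholds, with a median of 1.85 (adjusted p 0.0408; fry 2.1e-05; estimated correlation 0.363). The most abundant were Lefty1 at 131 FPKM, Dnmt3b at 119, Fgf8 at 114, and Otx2 and Fgf5 at 80.5 each. Lefty1 was higher still in mouse PSCs, at 359 FPKM. No gene of the list is in another list. The median was 1.77 after the trend on GC content and gene length, which argues against that bias. Cells in an early stage of differentiation are a hypothesis that was not tested.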

How the results depend on the processing

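Of 192 results, 25 are the main ones of the claims (counts, lists, correlations, principal components and distances). At settings other than the main one, 2733 values were computed. Among the main results, 363 values kept direction and side of the threshold, 28 moved by more than the replicate spread, 13 were stronger and 7 weaker. Among the others, 2242 stayed, 14 were stronger, 55 weaker and 11 reversed. No list median and no difference between correlations changed sign. Under quantile normalization, 1716 genes were higher and 1599 lower in D5-LSKCD201+ than in D5-LSKCD201-, so that the higher ones were the more numerous. That setting also moved the percent of higher genes among those past both thresholds in other comparisons. For D5-LSKCD201+ it was 48.9% in place of 51.9% against mouse PSCs, 50.2% in place of 43.5% against FL-LSKCD201+ and 49.01% in place of 39.06% against BM-LSKCD201+. For D5-LSKCD201- it was 59.8% in place of 75.7%, 48.9% in place of 49.8% and 50.1% in place of 46.6% against the same groups. Where the text below gives a change, the cause was not tested unless a cause is named. A Reactome term for hematopoiesis was not run, and no alternative exists for the depth, which is unknown.

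The adjusted p alone, a wider criterion by construction, gave 597 genes higher and 294 lower in 3D+OP9, and 3930 and 5419 in D5-LSKCD201+ against D5-LSKCD201-. It gave 11496, 9823 and 11486 genes for D5-LSKCD201+ against mouse PSCs, FL-LSKCD201+ and BM-LSKCD201+, and 7418, 9680 and 11570 for D5-LSKCD201- against the same groups. With a pseudocount of 0.1, 413 genes were higher and 118 lower in 3D+OP9.

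With each library left out in turn, 172 to 318 genes were higher and 37 to 127 lower in 3D+OP9. Without replicate 2 of 3D+0.1% gelatin the counts were 172 and 37. The lower genes numbered 43 without replicate 2 of 3D+OP9 and 127 without its replicate 3. Between D5-LSKCD201+ and D5-LSKCD201-, 1399 to 1553 were higher and 1850 to 2040 lower. The genes changed in D5-LSKCD201+ numbered 5018 to 5068 against mouse PSCs, 4680 to 4961 against FL-LSKCD201+ and 6125 to 6214 against BM-LSKCD201+. For D5-LSKCD201- the ranges were 1912 to 2008, 5272 to 5455 and 7074 to 7186. List medians in 3D+OP9 ranged from 0.36 to 0.58 (extracellular matrix), 1.18 to 1.29 (hematopoietic) and 1.17 to 1.38 (endothelial and vascular). Between the D5 groups they ranged from 3.43 to 3.55 (endothelial and vascular), 0.68 to 0.89 (hematopoietic), 0.15 to 0.35 (Notch, lowest without D5-LSKCD201- replicate 2) and -0.70 to -0.66 (cell cycle).

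For r with FL-LSKCD201+ minus r with mouse PSCs in D5-LSKCD201+, the range with libraries left out was -0.0104 to -0.00629. It was -0.00276 with Spearman's correlation, -0.0127 with genes of at least 1 FPKM, -0.000206 with no filter, -0.0139 with a pseudocount of 0.1 and -0.182 with the 1000 most variable genes. For r with BM-LSKCD201+ minus r with mouse PSCs, the range was -0.0751 to -0.0734, and the same 5 settings gave -0.0636, -0.0903, -0.0343, -0.0835 and -0.264. The differences between D5-LSKCD201+ and D5-LSKCD201- ranged from -0.136 to -0.129 for mouse PSCs, 0.0270 to 0.0307 for FL-LSKCD201+ and 0.0472 to 0.0493 for BM-LSKCD201+, with libraries left out. The same 5 settings gave -0.145, -0.152, -0.0707, -0.154 and -0.563 for mouse PSCs, 0.0474, 0.0327, 0.0131, 0.0628 and 0.30 for FL-LSKCD201+, and 0.0633, 0.0542, 0.0214, 0.0824 and 0.282 for BM-LSKCD201+. The first component held 47.7% with scaled genes, 67.8% with the 1000 most variable genes and 58.0% to 64.2% with libraries left out, and the second 18.0% to 24.8%. The ratio of the largest distance within a group to the smallest between groups was 0.984 with scaled genes, 0.584 with no filter, 0.267 with the 1000 most variable genes, and 0.534 to 0.568 with libraries left out (0.534 without FL-LSKCD201+ replicate 1, 0.542 without its replicate 2).

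A correlation between genes estimated from the data raised the p of 3 lists between the D5 groups past 0.05, at unchanged medians of 0.84 (hematopoietic), 0.32 (Notch) and -0.68 (cell cycle). The Reactome term for VEGF signaling moved the endothelial and vascular result in 3D+OP9 to 0.0264. Between the D5 groups, the Reactome terms gave 0.07 for Notch signaling (adjusted p 0.0486) and -0.39 for the cell cycle (3.9e-05). Under quantile normalization the D5 lists gave 3.57 (endothelial and vascular), 0.91 (hematopoietic), 0.43 (Notch) and -0.64 (cell cycle).

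The 11 reversed values were log2 fold changes of single genes. One of them was past the adjusted p threshold, Fosb between D5-LSKCD201+ and D5-LSKCD201- without replicate 2 of D5-LSKCD201- (adjusted p 0.00239). Quantile normalization gave 0.0211 for Cdkn1b in D5-LSKCD201+ against FL-LSKCD201+, 0.235 for Tal1 and 0.0752 for Hoxb4 in D5-LSKCD201+ against BM-LSKCD201+, and -0.100 for Tal1 and -0.00781 for Nanog in D5-LSKCD201- against mouse PSCs. With libraries left out, Nanog in D5-LSKCD201- against mouse PSCs ranged from -0.0343 to 0.0264. Against FL-LSKCD201+, Hoxb4 in D5-LSKCD201+ ranged from -0.0343 to 0.194 and Ccng2 from -0.243 to 0.0397. Between D5-LSKCD201+ and D5-LSKCD201-, Fosb ranged from -0.441 to 0.290.

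Calls of single genes were also lost without a change of sign. In 3D+OP9, that of Spp1 was lost without replicate 2 of 3D+0.1% gelatin (adjusted p 0.0507) and that of Hist1h2an under 4 alternatives. Between the D5 groups, the alternatives that lost a call numbered 10 for Cdk4, 10 for Cdkn1a, 3 for Notch2, 3 for Rora, 1 for Ccnd2 and 1 for Hoxa9. In D5-LSKCD201- against mouse PSCs they numbered 8 for Gata2, 1 for Esrrb and 1 for Fosb. In D5-LSKCD201+ they numbered 6 for Cdk2 against FL-LSKCD201+, and 4 for Hoxb4, 1 for Erg and 1 for Cdkn2c against BM-LSKCD201+.

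Samples share only a replicate number, and the labels do not state that equal numbers were made together. Deviations from the group mean correlated across genes at 0.18, 0.07 and 0.29 for the 3 pairs of 3D+OP9 and 3D+0.1% gelatin, and at -0.15, -0.05 and 0.10 for those of D5-LSKCD201+ and D5-LSKCD201-. With the replicate number as a block, 295 genes were higher and 84 lower in 3D+OP9, and 1476 higher and 1905 lower in D5-LSKCD201+.

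The alternative chosen after the files had been seen averaged the closest pair of replicates in 4 groups. It called 270 genes in 3D+OP9 against 3D+0.1% gelatin, of which 264 were among the 339 of the main setting. Between D5-LSKCD201+ and D5-LSKCD201- it called 3398, of which 3286 were among the 3379. Quantile normalization shared 284 and 3072 genes with those sets, and no shared gene changed direction.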

Differences from the paper's values

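For the genes higher in D5-LSKCD201+ than in D5-LSKCD201-, 1475 were found against the paper's 2252. Of the alternatives set before the data were examined, 4 came within a ratio of 1.5 of the paper's value. They were a pseudocount of 0.1 (1957 genes), quantile normalization (1716), and leaving out replicate 1 (1540) or 3 (1553) of D5-LSKCD201-. The other 10 did not: no filter (1444), a filter at 1 FPKM (1435), a constant prior variance (1474), the replicate block (1476), one fit over 5 groups (1479), the adjusted p alone (3930), and the other libraries left out in turn (1399 to 1486). For the genes lower in D5-LSKCD201+, 1904 were found against the paper's 2193, which is within that ratio. So were 13 alternatives, and the adjusted p alone (5419 genes) was not. The caption of Fig. 5A states q < 0.05 for both counts and no fold threshold, whereas the paper's methods state both thresholds.

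The first principal component held 60.5% of the variance, against the paper's about 40% in Fig. 4B, read by eye. Within that ratio were scaled genes (47.7%), no filter (59.8%) and leaving out each replicate of BM-LSKCD201+ in turn (58.0% to 58.1%). The other 15 alternatives set before the data were examined were not, among them the 1000 most variable genes (67.8%).

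Hoxa9 is described in the paper as lower in D5-LSKCD201+ than in D5-LSKCD201-, and here it was higher (log2 fold change 0.40, adjusted p 0.0141), with a positive value at every setting and the call lost without replicate 3 of D5-LSKCD201+ (0.35, adjusted p 0.0546). The discussion names Rora and FosB among the factors higher in D5-LSKCD201+, and here their changes were -0.51 and 0.04. No alternative called Rora higher in D5-LSKCD201+, and without replicate 2 of D5-LSKCD201- Fosb was called lower (-0.44). Nanog is described as silenced in both D5 groups, and in D5-LSKCD201- it did not differ from mouse PSCs (0.00) at any setting. Compared with D5-LSKCD201-, the transcriptome of D5-LSKCD201+ is described as more similar to BM-LSKCD201+ and FL-LSKCD201+ than to mouse PSCs. Here r was higher in D5-LSKCD201+ than in D5-LSKCD201- by 0.0481 with BM-LSKCD201+ and 0.0293 with FL-LSKCD201+, and the difference with mouse PSCs was -0.132. Within D5-LSKCD201+ alone, r was 0.805 with mouse PSCs, 0.798 with FL-LSKCD201+ and 0.731 with BM-LSKCD201+, and the order held at every setting. The paper describes the factors in D5-LSKCD201+ as similar to those in fetal liver and bone marrow, and here 9 of 11 were lower than in FL-LSKCD201+, and 9 were lower than in BM-LSKCD201+. Of the latter calls, that of Hoxb4 was lost under quantile normalization (0.08) and 4 other alternatives, and that of Erg under quantile normalization (-0.30). Tal1 is among the factors described as activated in both D5 groups, and in D5-LSKCD201- it did not differ from mouse PSCs (0.18, adjusted p 0.462). Without replicate 2 of D5-LSKCD201-, Tal1 was called higher there (0.41, adjusted p 0.00454).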

Other observations

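Of the tests in this part, those of the Hprt level in coculture, the source of the whole common share, the carry-over into mouse PSC libraries, the genes abundant in mouse PSCs in coculture and the splits of the replicates were chosen only after the results were seen. The tests of the stromal list in coculture, GC content and gene length, the region around Hprt, imprinted genes, fetal liver libraries and the common share were written before their values were seen.

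Extracellular matrix genes were higher in 3D+OP9 total cells, and RNA of OP9 cells in those libraries is a technical explanation. The stromal list of 24 genes rose with a median of 0.61, which fits it, although 16 of its genes are in the extracellular matrix list as well. The 8 tested stromal genes outside that list had a median of 0.40 with 5 higher (camera p 0.142). Hprt, nearly absent from cells derived from these mouse PSCs, could mark RNA of other cells. It was at 1.06 ± 0.553 FPKM (SD, n = 3) in 3D+OP9 and 0.533 ± 0.136 in 3D+0.1% gelatin (two-sided exact permutation p 0.2). The explanation stays open, since 3 libraries per group and levels near 1 FPKM cannot settle it. A bias of GC content or gene length is argued against, with a median of 0.47 after that trend was taken out. A response of the differentiated cells to OP9 cells stays open and untested.

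Hprt was at 1.55 FPKM in mouse PSCs, 5.87 in D5-LSKCD201+ and 6.19 in D5-LSKCD201-, against 242.6 in FL-LSKCD201+ and 164.4 in BM-LSKCD201+. Its log2 fold change in mouse PSCs against FL-LSKCD201+ was -6.59. Of the 8 tested genes within 500 kb, 7 were at 1 FPKM or more in mouse PSCs, which argues against loss of that whole region. The changes of the 8 genes went both ways, from -1.82 to 3.20 with a median of 0.70. The nearest tested genes on either side, Phf6 and C430049B03Rik, were lower in mouse PSCs (-0.41 and -0.91). A smaller loss, or silencing close to the gene, therefore stays open. A change in the gene itself in this cell line is a hypothesis that was not tested.

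Pluripotency genes stayed expressed in D5-LSKCD201-. Of 38 genes with at least 50 FPKM in mouse PSCs and little elsewhere, the median share of the mouse PSC level was 55.2%, from 4.60% for Gbx2 to 230% for Trh. Undifferentiated mouse PSCs among the sorted cells would give a similar share for each gene. The 90th percentile was 3.12 times the 10th, inside the wide range allowed for such a mixture. However, 5 of the 38 genes were at or above 100%, among them Trh, Epcam (151%) and Cdh1 (125%). Unchanged mouse PSCs alone would not give such shares. As the source of all of the median share, unchanged mouse PSCs are also argued against by 10 of 2063 genes. These lay under 0.5 of it (27.6%) in every D5-LSKCD201- library, among them Tcf15 at 10.1%, Cbr3 at 11.4% and Nqo1 at 11.6%. A first rule on group means, by which 18 of 2133 genes (0.844%) lay under that limit, met its own criterion for a mixture. It was replaced by the count over all libraries after its value had been seen. A smaller share of unchanged cells, or cells changed in culture that kept these genes, stays open.

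Naive pluripotency genes were higher in 3D+OP9 than in 3D+0.1% gelatin, with a median of 0.77. Undifferentiated mouse PSCs remaining in 3D+OP9 stay open. Of 36 tested genes abundant in mouse PSCs, 18 (50.0%) were higher there, with a median of -0.01 (camera p 0.988), and a set that goes both ways does not decide it. A first rule, by which a share under 60% counted against this explanation, was replaced after that value had been seen. No biological explanation was tested.

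Imprinted genes were higher as a set in D5-LSKCD201+ than in D5-LSKCD201-, although single genes went both ways. After 7 imprinted genes had been seen, 6 of them higher past both thresholds, with a median of 2.48, 38 others were listed before their values were looked at. Of the 30 tested, 19 were higher in D5-LSKCD201+, 16 higher and 3 lower past both thresholds, with a median of 1.04 (camera p 0.00192; estimated correlation 0.0244). This fits a rise of the set and not of each gene, since Phlda2 (-3.27), Ascl2 (-3.23) and Nnat (-2.24), named after their values were seen, were lower. The median was 1.09 after the trend on GC content and gene length, which argues against that bias. Cdkn1c and H19 were among the 7 seen first. Whether imprinting itself or the cell types differed was not tested, and FPKM do not separate the parental alleles.

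Adult globin and myeloid genes were present at low levels in mouse PSC libraries, such as Hbb-bs at 9.68 FPKM against 13723 in FL-LSKCD201+. RNA or reads carried over from fetal liver libraries would give each gene a like share. Over 15 genes the 90th percentile of that share was 5.54 times the 10th. The explanation and low expression in the cells cannot be told apart, since Trf (4.94%) and Klf1 (0.399%) widen the range, while the other shares lay between 0.0455% and 0.162%.

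Erythroid and hepatocyte genes were higher in FL-LSKCD201+ than in BM-LSKCD201+, with medians of 4.89 (14 genes) and 4.50 (11 genes). RNA of other fetal liver cells could raise both. If their amount varied, the genes would move together in a library, and at most 63.6% of 22 genes did so, in library 1. By list, 7 of 9 hepatocyte genes and 7 of 13 erythroid genes were lower there. Their median log2 ratios to the mean of libraries 2 and 3 were -0.50 and -0.18, so the hepatocyte genes go more with a varying amount. The libraries cannot settle it, because an equal amount in all of them would leave no such trace, and the tissue difference stays open.

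With 3 replicates per group, 10 splits into equal parts exist. For the counts of genes higher and lower in 3D+OP9, its 3 lists, the counts of genes higher and lower in D5-LSKCD201+ than in D5-LSKCD201-, the endothelial and hematopoietic lists there, and the 6 counts against mouse PSCs, FL-LSKCD201+ and BM-LSKCD201+, 1 of the 10 splits gave a result as large, the real one. For the Notch list 7 of the 10 splits did, and for the cell cycle list 3. A result of chance cannot be excluded by 10 splits alone, whose smallest share is 10%. In the other splits, at most 1 gene was called higher or lower in the coculture comparison and 0 between the D5 groups. The lists did not fall away in this manner. The smallest unadjusted camera p in the other splits were 3.0e-08 (extracellular matrix), 2.1e-07 (hematopoietic) and 8.8e-12 (endothelial and vascular) in the coculture comparison. Between the D5 groups they were 3.8e-12 (endothelial and vascular), 0.000157 (hematopoietic, against 6.7e-05 for the real split), 5.6e-06 (Notch) and 8.1e-09 (cell cycle). Each other split keeps part of the real difference, but the camera p of the lists cannot be read as error rates.

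Some replicates were closer to each other than to the third. The robust SD of the log2 ratio was 0.0511 between FL-LSKCD201+ replicates 2 and 3, against 0.514 and 0.487 with replicate 1. It was 0.0486 between BM-LSKCD201+ replicates 2 and 3 (0.170 and 0.173 with replicate 1), 0.0701 between D5-LSKCD201- replicates 1 and 3 (0.145 and 0.189) and 0.0840 between 3D+OP9 replicates 1 and 2 (0.177 and 0.186). The labels give no origin for this. If the close pairs came from 1 biological sample each, these 4 groups would hold 2 independent samples, and the SD and p given for n = 3 libraries would be too small. All 3 pairs were about as close in D5-LSKCD201+ (0.0541 to 0.0814) and in mouse PSCs (0.0630 to 0.0883). Whether the libraries of these groups came from separate samples is not known either. If they did not, the SD and p that rest on them would also be too small. No explanation was tested.

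Of the hematopoietic list, 50 genes were at 1 FPKM or more in FL-LSKCD201+ and BM-LSKCD201+, and 29 of these were under 10% of both levels in D5-LSKCD201+. Xist was at 1.73 FPKM in FL-LSKCD201+ and at most 0.0260 in the other sorted-cell groups. The Y-linked gene Eif2s3y ranged from 18.4 in FL-LSKCD201+ to 66.8 FPKM in mouse PSCs, and Kdm5d from 0.0234 in mouse PSCs to 4.43 in BM-LSKCD201+.

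Among the marker lists not described so far, medians in 3D+OP9 against 3D+0.1% gelatin were 0.25 (preadipocyte stromal), -0.77 (primed epiblast), 0.60 (primordial germ cell), -0.44 (endoderm), 0.48 (myeloid, 1 gene), -0.05 (mast cell, 1 gene), 1.97 (megakaryocyte, 3 genes) and -0.72 (hepatocyte). In D5-LSKCD201+ against D5-LSKCD201- they were 0.41 (stromal), 0.88 (preadipocyte stromal), -4.43 (naive pluripotent), -4.67 (primed epiblast), -3.11 (primordial germ cell), -2.33 (endoderm), -0.45 (erythroid), -0.10 (myeloid), 0.79 (mast cell), 1.06 (megakaryocyte) and -0.53 (hepatocyte).

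Against mouse PSCs, D5-LSKCD201- had medians of 0.96 (preadipocyte stromal), -0.83 (naive pluripotent), 0.77 (primordial germ cell), 0.71 (erythroid), 0.86 (myeloid), 0.10 (mast cell), 1.37 (megakaryocyte) and 0.61 (hepatocyte). D5-LSKCD201+ had -5.43 (naive pluripotent), -2.16 (primed epiblast), -2.35 (primordial germ cell), 0.73 (endoderm), 0.71 (erythroid), 0.95 (myeloid), 0.45 (mast cell), 1.74 (megakaryocyte) and 1.65 (hepatocyte). In FL-LSKCD201+ against BM-LSKCD201+ the remaining medians were 0.55 (stromal), -0.01 (preadipocyte stromal), 0.49 (naive pluripotent), 0.21 (primed epiblast), -0.51 (primordial germ cell), 3.47 (endoderm), 2.55 (myeloid), 1.57 (mast cell) and 0.37 (megakaryocyte).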
